# Myd88 deficiency influences murine tracheal epithelial metaplasia and submucosal gland abundance

**DOI:** 10.1002/path.2876

**Published:** 2011-05-10

**Authors:** Adam Giangreco, Liwen Lu, Dawn J Mazzatti, Bradley Spencer-Dene, Emma Nye, Vitor Hugo Teixeira, Sam M Janes

**Keywords:** Myd88, mucus, trachea, secretion, injury, homeostasis

## Abstract

Tracheal epithelial remodelling, excess mucus production, and submucosal gland hyperplasia are features of numerous lung diseases, yet their origins remain poorly understood. Previous studies have suggested that NF-κB signalling may regulate airway epithelial homeostasis. The purpose of this study was to determine whether deletion of the NF-κB signalling pathway protein myeloid differentiation factor 88 (Myd88) influenced tracheal epithelial cell phenotype. We compared wild-type and Myd88-deficient or pharmacologically inhibited adult mouse tracheas and determined that in vivo Myd88 deletion resulted in increased submucosal gland number, secretory cell metaplasia, and excess mucus cell abundance. We also found that Myd88 was required for normal resolution after acute tracheal epithelial injury. Microarray analysis revealed that uninjured Myd88-deficient tracheas contained 103 transcripts that were differentially expressed relative to wild-type and all injured whole tracheal samples. These clustered into several ontologies and networks that are known to functionally influence epithelial cell phenotype. Comparing these transcripts to those expressed in airway progenitor cells revealed only five common genes, suggesting that Myd88 influences tracheal epithelial homeostasis through an extrinsic mechanism. Overall, this study represents the first identification of Myd88 as a regulator of adult tracheal epithelial cell phenotype. Copyright © 2011 Pathological Society of Great Britain and Ireland. Published by John Wiley & Sons, Ltd.

## Introduction

Airway mucus production is central to lung immunity and pathogen clearance. In humans, mucus is produced within specialized proximal airway secretory cells and appendages termed submucosal glands (SMGs) [1]. In contrast, mucus-producing cells and submucosal glands are rare in murine airways and are generally restricted to the most proximal regions of the tracheal epithelium [2, 3]. Previous studies indicate that murine mucus-producing cells develop via transdifferentiation (metaplasia) of tracheal Clara cell secretory protein (CCSP)-expressing (CE) cells or tracheal basal cells [4]. Balancing mucus production in human airways is crucial for airway patency and host defence. Mucus cell metaplasia, submucosal gland remodelling, and mucus plugging are associated with many chronic lung diseases including cystic fibrosis, chronic obstructive pulmonary disease, and severe asthma. It is therefore important to improve our understanding of mechanisms regulating submucosal gland formation, secretory cell differentiation, and mucus cell metaplasia.

Several groups have investigated mechanisms of submucosal gland development and mucus cell differentiation using murine transgenic and knockout models. These studies have determined that deletion of the transcription factor Lef1 inhibits tracheal submucosal gland formation [5] and that normal Lef1-dependent SMG induction is regulated by exogenous Wnt3a [6]. Murine models have also determined that ectodysplasin A receptor (Edar) activity is necessary for normal mucus cell differentiation and SMG development [7, 8]. Human *EDAR* mutations are known to inhibit airway mucus cell development and are associated with increased respiratory infection [9, 10]. Separately, two genetic loci on murine chromosomes 9 and 10 have been independently associated with tracheal SMG abundance and distribution [3]. These studies suggest that multiple genes and signalling networks may regulate airway submucosal gland differentiation and mucus cell metaplasia.

In addition to studies in murine models, it has been observed that human respiratory diseases with mucus cell metaplasia often exhibit NF-κB signalling pathway activation [11, 12]. NF-κB regulates numerous cellular and systemic processes including proliferation, differentiation, apoptosis, and inflammation [13]. The NF-κB pathway comprises five distinct transcription factor subunits (RelA, RelB, c-Rel, p50, and p52) that are normally inactive within the cytoplasm but which undergo nuclear translocation following IkB degradation. NF-κB signals are regulated by multiple ligands/receptor pairs including Toll-like receptors 1–9 (Tlr1–9), interleukin 1 receptor, tumour necrosis factor receptor (Tnfr), and Edar. Receptor signalling occurs either via myeloid differentiation factor 88 (Myd88)-dependent or via Myd88-independent pathways [13].

Genetically modified mouse models designed to elucidate how NF-κB signalling regulates airway mucus cell metaplasia have produced conflicting results. Epithelial-specific IκB super-repressor (IκB-SR) (NF-κB inhibited) transgenic mice display increased mucus metaplasia following chrysotile asbestos fibre exposure [14] but reduced metaplasia after ovalbumin sensitization and challenge [15]. Additional studies that involved *Myd88* deletion within bone marrow-derived cells (BMDCs) also exhibited increased airway epithelial hyperreactivity after challenge [16–19]. Conversely, transgenic mice with increased epithelial NF-κB activity display apparently normal mucus cell abundance [20].

In this study, we determined that *Myd88* deletion increased adult tracheal SMG abundance as well as mucus cell metaplasia and that Myd88 was required for normal resolution after acute tracheal epithelial injury. We also describe a unique tracheal gene expression profile associated with Myd88 deficiency that suggests potential regulatory mechanisms for mucus cell and submucosal gland metaplasia.

## Materials and methods

### Animal husbandry and tracheal injury

Adult, 4- to 6-month-old male and female C57/Bl6 wild-type and *Myd88* knockout (KO) mice were housed in individually ventilated cages on a 12 h light/dark cycle and allowed access to food and water *ad libitum*. Mice were kept in specific pathogen-free conditions and no infections were detected via sentinel screening during these studies. KO mice were generated as previously described [21], followed by six generations back-crossing to a wild-type C57/Bl6JOlaHsd congenic mouse strain (originally purchased from Harlan Laboratories, Huntington, UK). Knockout mice were maintained by KO × KO crossings; wild-type C57/Bl6JOlaHsd mice were maintained as a separate in-house colony. Adult mice were derived from at least three separate yet age-matched litters for all experiments. For pharmacological inhibition studies, IMG-2005 or a control peptide was prepared under aseptic conditions according to the manufacturer's protocol (Imgenex, San Diego, CA, USA). Mice were treated daily via intraperitoneal injection of 25 µg of IMG-2005 or control peptide for a total of 10 days. One hour prior to sacrifice, all mice received 10 mg BrdU/kg body weight.

In order to study tracheal repair, mice were anaesthetized with isofluorane and tracheas were damaged by oropharyngeal instillation of 10 µl of 2% polidocanol (Sigma, Dorset, UK). This established protocol results in rapid desquamation of tracheal epithelial cells within 24 h, followed by robust proliferation 3 days after injury, keratin 14 hyperplasia and transdifferentiation within 7–10 days [22], and complete repair within 30 days. A minimum *n* = 3 animals were used for each recovery time point. Mice were sacrificed by sodium pentobarbital overdose and all experiments were performed with approval of the UK Home Office (licence number 70/6077).

### Tissue preparation and immunostaining

Tissues were fixed overnight in 4% paraformaldehyde, processed, and sectioned longitudinally. Haematoxylin and eosin (H&E), periodic acid Schiff (PAS), Alcian blue, and Gram (bacterial) histochemical staining was performed using standard protocols on an automated staining system (TissueTek, Osaka, Japan).

Immunohistochemical and immunofluorescent staining of sections and air–liquid interface cell wholemounts followed standard conditions [23]. Primary antibodies included keratin 14 (rabbit; Thermo Scientific, Huntsville, AL, USA), CCSP (goat; provided by Dr Barry Stripp), BrdU (sheep; Abcam, Cambridge, USA), acetylated tubulin (mouse; Sigma), mucin 5AC (mouse; Sigma), 7/4 (neutrophils, rat; Abcam), and F4/80 (macrophages, rat; Abcam). Species-appropriate secondary antibodies included biotin-conjugated anti-rat and anti-sheep antibodies, streptavidin-HRP, and directly conjugated Alexafluor dyes (all Invitrogen, Carlsbad, CA, USA). For detection of apoptotic cells in paraffin sections, a DeadEnd colorimetric TUNEL system (Promega, Madison, WI, USA) was used according to the manufacturer's protocol. Images were obtained using a Leica TCS Tandem confocal at 10× or 20× objective magnification, as well as a Leica TCS-SPE confocal at 40× objective magnification (Leica Microsystems, Milton Keynes, UK).

### In vitro air–liquid interface (ALI) culture

Tracheal epithelial cells from five knockout and six wild-type mice were harvested using aseptic techniques, pooled, cleaned, digested in pronase, and cultured as previously described [24]. Enzyme isolated cells were counted and seeded in 12-well Transwell dishes (Corning Life Sciences, Amsterdam, The Netherlands) at 2 × 10^5^ cells per well in MTEC/plus [24]. Upon visually reaching confluence (day 8 post-plating), media were changed to MTEC/basic plus retinoic acid and cells were subsequently cultured at an air interface. All cultures contained visibly beating ciliated cells by day 19 and were fixed at this time.

### RNA preparation

Total RNA was prepared from whole tracheal homoge-nates suspended in 4 m guanidine isothiocyanate as previously described [25]. We prepared five biological replicates of each of four adult trachea sample groups: wild-type and knockout controls and 3-day-recovered, polidocanol-injured wild-type and knockout mice. All RNA samples were assessed for total RNA quality using an Agilent RNA 6000 NanoChip kit (Agilent Technologies, Santa Clara, CA, USA). Four of these wild-type and four knockout control samples were used for quantitative RT-PCR studies and normalized against 18S, β-actin, and GAPDH (see Supporting information, Supplementary methods).

### Gene expression microarrays

Labelled input RNA (2 µg) was prepared using an Agilent RNA amplification system according to the manufacturer's instructions [26]. We analysed RNA samples using an Agilent Hybridization Kit in conjunction with Agilent Mouse Oligo Arrays (Agilent Technologies). Hybridization was performed as previously described [26] and slides scanned with an Agilent G2565BA Microarray Scanner. Agilent G2567AA Feature Extraction and GenespringX 7.3 software was used for data extraction, quality control, and analysis. Transcripts that were classified as present in less than 50% of samples were excluded from analysis. We compared gene expression levels across all wild-type and KO samples and considered transcripts to be differentially expressed if they achieved a significance score of *p* < 0.01 by one-way, parametric ANOVA, followed by Benjamini and Hochberg multiple test correction. All microarray data are MIAME compliant (GSE17268).

### Comparative microarray analysis

We compared the expression profiles of genes that we identified as differentially expressed in Myd88-deficient, uninjured tracheal samples with a publicly available tracheal epithelial stem and progenitor cell profiles (GSE 15 724) [27]. Gene expression levels were plotted using a semi-logarithmic plot, with Myd88KO gene expression relative to wild-type samples plotted along the *X*-axis and the average stem or progenitor cell expression (K5/lectin double or single positive) relative to lectin plus keratin 5 negative (‘double negative’) cells along the *Y*-axis. We considered those genes exhibiting at least a two-fold increase in either the stem or the progenitor cells relative to double negatives as being significantly enriched. All genes identified in our comparison exhibited a *p* value less than or equal to 0.05 in the previously published study [27].

### Tissue morphometry and statistical analysis

Epithelial cell densities were determined as previously described by measuring the incidence of specific cell types as a function of basement membrane length [25, 28]. A minimum sample size of *n* = 3 was used for all morphometric sample analyses. Statistical significance of epithelial cell differentiation and abundance was determined using an unpaired Student's *t*-test for pairwise comparisons or ANOVA followed by Tukey's post-test pairwise comparison for multivariate sample comparisons.

## Results

### Myd88 deficiency promotes increased tracheal submucosal gland abundance and secretory cell metaplasia

In order to determine whether *Myd88* influenced epithelial cell phenotypes, we compared adult (4- to 6-month-old) C57/Bl6 wild type and Myd88 knockout (Myd88KO) tracheas. We used haematoxylin and eosin (H&E) staining to identify any histological differences between mice (Figures 1A and 1B), and immunofluorescent staining with the basal cell and submucosal gland (SMG) marker keratin 14 (K14), the epithelial cell marker Clara cell secretory protein (CCSP), and the mucus cell marker Muc5AC to characterize epithelial cell phenotypes. In agreement with previous studies [3], wild-type C57/Bl6 mouse tracheal submucosal glands were restricted to the first two intratracheal cartilaginous rings (Figures 1A, 1E and Supporting information, Supplementary Figures 1A and 1B). In contrast, the distance to which keratin 14-expressing SMGs extended was significantly increased throughout Myd88KO tracheas (Figures 1B, 1E and Supporting information, Supplementary Figures 1A and 1B). KO tracheas also contained significantly greater Clara cell abundance and CCSP staining intensity (Figures 1C, 1D and Supporting information, Supplementary Figures 1A–1C).

**Figure 1:**
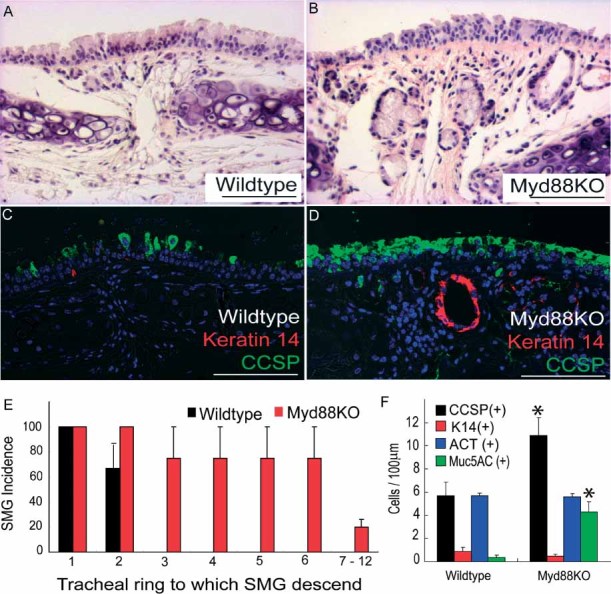
Myd88-deficient tracheas contain increased submucosal gland (SMG) abundance and secretory cell phenotypes. (A–D) Wild-type (A, C) and KO (B, D) tracheas were stained with haematoxylin and eosin (H&E; A, B) or keratin 14 (red) plus CCSP (green; C, D) to assess SMG abundance and epithelial cell phenotype. (E) Tracheal cartilaginous rings and SMGs were identified morphologically using H&E staining and SMGs classified according to the tracheal cartilaginous ring to which they descend. (F) Quantification of wild-type and Myd88KO tracheal epithelial CCSP (black bars), K14 (red bars), acetylated tubulin (ACT; blue bars), and Muc5AC (green bars) expressing cell abundance. Error bars (E, F) represent the standard error of the mean; asterisks denote significance at *p* < 0.05 (*n* = 5 mice per genotype). Scale bars are 100 µm (A–D) and DAPI was used as a nuclear counterstain (C, D)

Further immunophenotyping of secretory cells was performed by immunostaining with CCSP plus the mucus antigen Muc5AC, and revealed that many Myd88KO tracheal CCSP-expressing cells were also Muc5AC-positive (yellow staining, arrowheads, Supporting information, Supplementary Figures 1D and 1E). These data were consistent with results that we obtained following histochemical staining using Alcian blue and PAS to identify acidic and basic mucins, respectively (Supporting information, Supplementary Figures 1F–1I). These differences were not observed beyond the primary tracheal bifurcation (data not shown). There was no difference between wild-type and Myd88KO basal or ciliated cell abundance as determined by keratin 14 and acetylated tubulin (ACT) staining (Figures 1C, 1D, 1F and data not shown).

On examination of newborn Myd88 heterozygous and KO tracheas, we found no differences in airway differentiation or SMG abundance (Supporting information, Supplementary Figures 2A–2F). Heterozygous and KO newborn airway SMGs were always restricted to the most proximal intratracheal cartilaginous rings (Supporting information, Supplementary Figure 2G) and there were no differences in mucus cell abundance or differentiation between newborn heterozygous and KO mice (Supporting information, Supplementary Figures 2E, 2F, and 2H).

**Figure 2:**
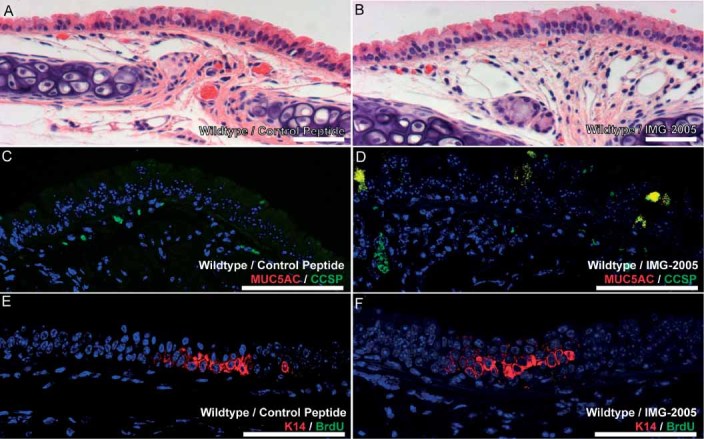
Pharmacological inhibition of Myd88 promotes mucus cell metaplasia. Representative images of control peptide (A, C, E) or IMG-2005-treated mice (B, D, F) stained with H&E (A, B), CCSP (green) plus Muc5AC (red; C, D), or K14 (red) plus BrdU (green; E, F) to assess overall epithelial appearance (A, B), mucus cell metaplasia (C, D), and epithelial cell proliferation (E, F). Five mice were treated in each group; scale bars are 100 µm (all panels)

Importantly, Myd88 deficiency may increase susceptibility to *in vivo* parasitic, bacterial, and viral infections, as well as alter normal inflammatory responses [29]. To prevent infection, all mice were housed in individually ventilated cages and subjected to routine pathogen screening. We also investigated whether Myd88KO tracheas exhibited altered infection or inflammation. Neither Gram staining nor immunohistochemical methods identified differences in bacterial colonization or local tissue inflammation in Myd88KO samples when compared with wild-type controls (data not shown) [30–32].

### Pharmacological inhibition of Myd88 is sufficientto promote mucous cell metaplasia

To assess whether pharmacological inhibition ofMyd88 was sufficient to promote our observed *in vivo* phenotypes, we treated adult wild-type mice systemically with the commercially available Myd88 inhibitory peptide IMG-2005 or a control peptide once daily for 10 days [33, 34]. Although H&E-stained sections of control and IMG-2005-treated wild-type mice appeared grossly similar (Figures 2A and 2B), dual immunofluorescent staining for CCSP plus Muc5AC revealed a significant increase in mucous cell abundance in IMG-2005-treated mice compared with controls (Figures 2C and 2D). There were no differences in K14-expressing cell abundance, nor were there differences in cell proliferation as assessed by BrdU incorporation among control peptide and IMG-2005-treated mice (Figures 2E and 2F). Finally, we observed no differences in submucosal gland abundance between control peptide and IMG-2005-treated mice. Overall, these results indicate that pharmacological inhibition of Myd88 is sufficient to promote mucous metaplasia in proximal murine airways.

### Wild-type and KO tracheal epithelial cells exhibit comparable *in vitro* differentiation

In order to determine whether Myd88 deficiency influenced intrinsic tracheal epithelial cell phenotype determination, we isolated and cultured adult wild-type and KO tracheal epithelial cells at an air–liquid interface (ALI). This technique causes rapid undifferentiated epithelial cell growth, followed by basal, ciliated, and secretory cell differentiation [24]. ALI cultures exhibit pseudostratification and closely resemble an *in vivo* tracheal epithelium [24]. There were no differences in proliferation between wild-type and Myd88KO cultures as determined by measuring epithelial density versus time (data not shown). ALI membrane immunostaining was used to assess wild-type and Myd88KO epithelial cell phenotypes. Both wild-type and KO tissues exhibited comparable pseudostratification and differentiation towards ciliated, basal, and secretory tracheal epithelial cell lineages (Figures 3A–3G). It should be noted, however, that it has previously been shown that murine ALI cultures undergo only limited secretory cell differentiation [24]. Despite this caveat, our results indicate that Myd88 deficiency does not alter *in vitro* epithelial cell proliferation or differentiation.

**Figure 3:**
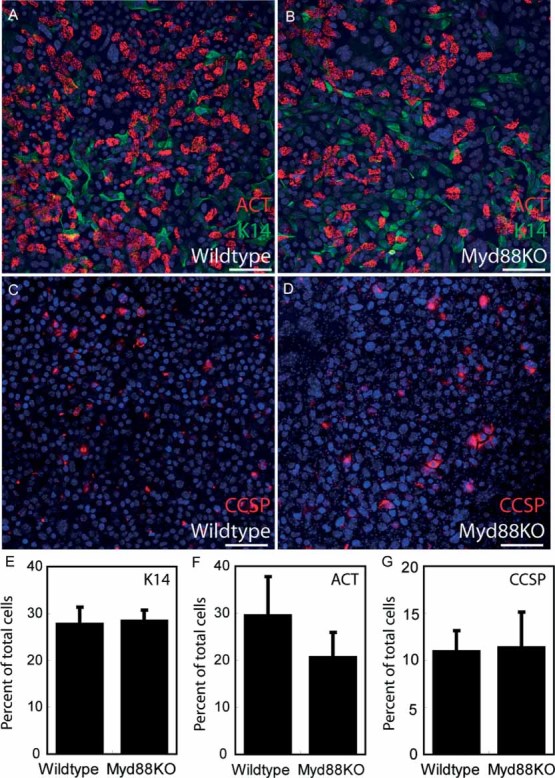
Wild-type and KO tracheal epithelial cells exhibit comparable *in vitro* differentiation. (A–D) Wild-type (A, C) and KO (B, D) tracheal epithelial cell cultures were grown at an air–liquid interface (ALI) that promotes differentiation closely resembling a normal *in vivo* epithelium. Differentiated ALI cultures were stained for K14 (green; A, B), acetylated tubulin (ACT; red, A, B), and CCSP (red; C, D) to assess differentiation. (E–G) K14-positive basal cells (E), ACT reactive ciliated cells (F), and CCSP-expressing Clara cells (G) all exhibited comparable abundance between wild-type and knockout samples as a function of total ALI surface area. Four ALI cultures per genotype were analysed; error bars represent standard error of the mean. All samples were also stained with DAPI nuclear dye (blue; A–D). Scale bars are 100 µm (A–D)

### Myd88 is required for normal tracheal epithelial resolution from injury

We next investigated whether Myd88 deficiency influenced resolution or repair following acute tracheal injury. To test this, adult mice were administered 2% polidocanol by oropharyngeal instillation to damage their epithelium and were allowed to recover for 3, 10, or 30 days. This method results in the rapid desquamation of tracheal epithelial cells within 24 h, followed by robust proliferation after 48–72 h and restoration of a phenotypically normal tracheal epithelium within 7–10 days [22]. Although H&E staining revealed that both wild-type and KO tracheas exhibited hyperplasia 3 days after injury, WT hyperplasia was largely resolved after 10 days and undetectable 30 days post-injury (Figures 4A–4C). In contrast, KO hyperplasia persisted throughout the entire recovery period (Figures 4D–4F).

**Figure 4:**
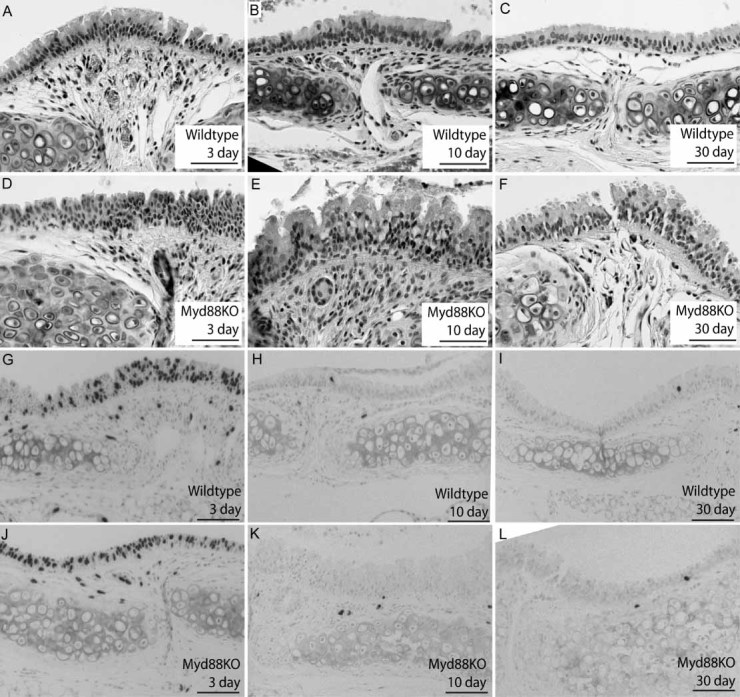
Myd88-deficient tracheas exhibit sustained hyperplasia but comparable proliferation after injury. (A–F) H&E staining of representative wild-type (A–C) and KO (D–F) tracheal sections from polidocanol-injured mice recovered for 3 (A, D), 10 (B, E), or 30 days (C, F). We observed both increased epithelial height and cellularity in Myd88KO tracheas relative to wild types at 10 and 30 days post-injury. (G–L) We also examined bromodeoxyuridine (BrdU) immunoreactivity (black; nuclear staining) to identify mitotic epithelial cells in wild-type (G–I) and KO airways (J–L) 3 (G, J), 10 (H, K), or 30 days after tracheal damage (I, L). There were no significant differences in epithelial proliferation between wild-type and KO airways at any time after epithelial injury. A minimum *n* = 3 mice were used for each recovery time point, and scale bars are 100 µm (all panels). Haematoxylin was used as a nuclear counterstain (G–L)

These differences in epithelial hyperplasia were not due to altered cell proliferation or apoptosis. Control, 3-, 10-, and 30-day-recovered wild-type and Myd88KO mice were injected with 10 mg/kg BrdU 1 h prior to sacrifice and tissue sections stained using a BrdU-specific antibody (Figures 4G–4L). We observed robust epithelial BrdU staining 3 days after injury in both wild-type and KO tracheas (Figures 4G and 4J), with no evidence of continued proliferation at 10 and 30 days post-damage (Figures 4H, 4I, 4K, and 4L). Adjacent sections of WT and KO tracheas were stained with TUNEL to identify apoptotic cells at each of these time points but were equivalently low in WT and KO mice (Supporting information, Supplementary Figures 3A–3H).

To determine whether KO-specific tracheal epithelial hyperplasia was due to abnormal metaplasia or ongoing epithelial-to-mesenchymal transition (EMT) processes, we examined mucus, Clara, basal, and smooth muscle actin (SMA)-expressing cell abundance 3, 10, and 30 days after injury (Figure 5 and Supporting information, Supplementary Figure 4). Consistent with previous results [22], wild-type tracheal epithelial CE cell abundance was reduced 3 days after injury, recovered within 10 days, and was associated with transient keratin 14-expressing basal cell hyperplasia (Figures 5A–5C). In contrast, polidocanol-damaged Myd88KO tracheas exhibited delayed CE cell restoration, persistent basal cell hyperplasia, and eventual CCSP overproduction at 3–30 days (Figures 5D–5F). Similarly, Myd88KO tracheas exhibited excessive Muc5AC production at later time points (Figures 5G–5L and 5O). CCSP, K14, and Muc5AC cell staining confirmed that KO tracheal epithelial cell phenotypes were significantly different from wild types(Figures 5M–5O). Assessment of cellular EMT phenotypes by SMA immunostaining at all time points revealed no significant differences between WT and Myd88KO tracheas (Supporting information, Supplementary Figure 4). In contrast, SMA staining was always restricted to the myoepithelium surrounding epithelial submucosal gland cells.

**Figure 5:**
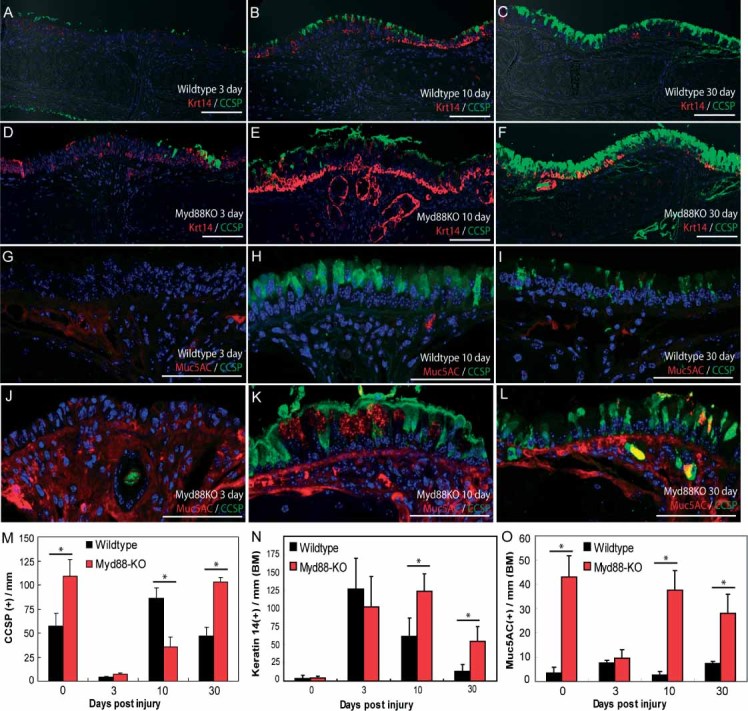
Myd88 expression is required for normal resolution of tracheal epithelial injury. (A–L) Representative confocal images of K14 (red; A–F) plus CCSP (green; A–F) or Muc5AC (red; G–L) plus CCSP (green; G–L) dual immunofluorescence staining on 2% polidocanol-injured wild-type (A–C, G–I) and Myd88KO (D–F, J–L) tracheas recovered for 3 (A, D, G, J), 10 (B, E, H, K), and 30 days (C, F, I, L). (M–O) Quantification of wild-type (black bars) and Myd88KO (red bars) tracheal epithelial cell phenotypes before and after polidocanol injury. We observed significant differences between WT and Myd88KO tracheal CCSP abundance 0, 10, and 30 days after injury (M); K14 abundance 10 and 30 days post-damage (N); and Muc5AC reactivity after 0, 10, and 30 days (O). Error bars (M–O) represent the standard error of the mean from a minimum *n* = 3 mice per experimental time point. Asterisks (M–O) denote significance at *p* < 0.05 as determined by ANOVA and post-test pairwise analysis. Scale bars (A–L) are 100 µm. BM denotes basement membrane

### Uninjured Myd88-deficient tracheas exhibita unique gene expression profile

To elucidate mechanisms that may explain this hypersecretory phenotype, we used wild-type and Myd88KO gene expression profiling. We compared ten WT and ten KO whole tracheal samples (five control and five 3-day post-injury) using Agilent gene expression microarrays (GEO series GSE17268). 

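The 20 samples formed 4 groups of 5: uninjured wild-type, uninjured Myd88KO, injured wild-type and injured Myd88KO whole tracheas. Injured tracheas were taken 3 days after 2% polidocanol, a detergent that causes the tracheal epithelium to desquamate. The paper gives an age of 4 to 6 months and 2 µg of labelled input RNA, whereas the sample labels give 4 months and 600 ng. Each sample was hybridized with a single dye to 1 whole mouse genome oligonucleotide array, so that a spot gives an intensity and not a ratio between samples. Samples were numbered 1 to 5 within each group. Each of the 5 slides held 1 array of every group and all arrays on a slide had the same number, and the slides were scanned on 2 days.

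For every array the authors deposited the output of the Feature Extraction software, which subtracts the background from each spot but does not scale the arrays to one another. Each array held 45018 spots, of which 1639 were controls, and the remaining spots carried 41174 different probes, 40929 of them once. The share of spots that the software classed as well above background was 61.3% to 65.5% in uninjured wild-type arrays (median 63.7%) and 59.1% to 67.8% in uninjured Myd88KO arrays (median 65.4%). In injured arrays it was 61.7% to 66.3% in wild-type (median 63.8%) and 57.5% to 67.1% in Myd88KO tracheas (median 65.1%). The 75th percentile of the background-subtracted intensity had a median of 842 in uninjured wild-type arrays (range 495 to 873) and 650 in uninjured Myd88KO arrays (578 to 908). After injury, the medians were 755 in wild-type (576 to 881) and 789 in Myd88KO arrays (589 to 972). With 5 arrays in each group, the number of arrays limits the precision of every mean.

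Here, the log2 intensity of each probe was expressed relative to the 75th percentile of its array, which is therefore 0 on the scale used throughout. Spots that the software marked as outliers were left out (1960 values over all arrays), and 1 saturated spot was kept. Probes were compared with limma, which fitted all 20 arrays together with a shared estimate of the spread. Benjamini-Hochberg adjustment was applied within each comparison, and an adjusted p under 0.01 was called differentially expressed. Where a probe was well above background on no array of 1 group, its change is given as a lower bound. The bound sets the mean of the brighter group against the dimmer group's mean of, on each array, the higher of the probe's own signal and the lowest signal well above background. Positions are those in the authors' files, which do not state the genome build.

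The Myd88 probe lies on chromosome 9 from 119016408 to 119016467 and was spotted 10 times on each array. Its log2 signal was 2.13, 1.95, 2.28, 1.94 and 2.08 on the uninjured wild-type arrays, and 2.00, 1.82, 2.04, 1.86 and 1.60 on the uninjured Myd88KO arrays. After injury it was 2.78, 2.67, 2.36, 2.65 and 2.80 on wild-type and 1.54, 2.04, 2.09, 2.09 and 1.68 on Myd88KO arrays, so that all 5 injured Myd88KO arrays lay below all 5 injured wild-type arrays. The difference between injured groups was −0.77 (SE 0.14, adjusted p = 0.00824), and that between uninjured groups was −0.21 (SE 0.14, adjusted p = 1.00), which was not significant (adjusted p = 0.812 with the slide as a block, range over 12 alternatives 0.743 to 1.00). On each of the 5 slides the uninjured Myd88KO array was nevertheless lower than the wild-type array, by a difference of −0.079 to −0.49 (2-sided exact permutation test over the signs, made after the values were seen, p = 0.0625, the smallest that 5 pairs allow). The adjusted p between injured groups ranged from 0.00475 to 0.173 over 12 processing alternatives and was no longer under 0.01 in 8 of them. In wild-type tracheas, Myd88 rose by 0.58 after injury (adjusted p = 0.0111). The position of the probe relative to the deleted part of the gene was not analysed here.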

Genespring X7.3 software was used to screen 41,267 total transcripts, and samples exhibiting a minimum statistical significance of *p* < 0.01 were considered to be differentially expressed. 

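Of the probes on the arrays, 26063 were well above background on at least 10 of the 20 arrays, 50% of the samples, and were tested here. A probe was named by its transcript accession where the current mouse gene table held it (22704 probes), and otherwise by a current symbol (6849 probes) or an older symbol (3167 probes). The remaining 8454 probes kept the name given on the array, and each such name was counted as a gene. The files gave a chromosomal position for 40439 probes.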

Using these criteria, 2908 transcripts exhibited differential expression between wild-type uninjured controls and injury samples; 168 between KO uninjured controls and KO injury; and 139 between WT controls and KO controls (Figure 6A). 

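In wild-type tracheas, 1372 of the tested probes, representing 1198 genes, were differentially expressed after injury, 844 at higher and 528 at lower levels than in uninjured controls. In Myd88KO tracheas the same comparison gave 98 probes from 91 genes, 35 higher and 63 lower. Between the uninjured groups, 100 probes from 92 genes differed, 49 higher and 51 lower in Myd88KO tracheas. The 5 arrays of 1 group lay entirely above or below those of the other for 822 of the 844 and 500 of the 528 probes that responded in wild-type tracheas. This was also the case for 31 of the 35 and 53 of the 63 probes that responded in Myd88KO tracheas, and for all 100 probes that differed between uninjured groups. By chance, 5 arrays separate completely from 5 others for a share of 0.00794 of probes taken at random. The probes counted here were selected on the same arrays, so their separation is not independent evidence.

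The largest rise in injured wild-type tracheas was that of serum amyloid A3 (Saa3; chromosome 7, 42888862 to 42888921), from −4.59 ± 1.42 (log2, SD, n = 5) to 3.00 ± 2.06 (difference 7.58, adjusted p = 0.000407). The largest fall was that of Scgb1a1, which encodes CCSP (chromosome 19, 8763869 to 8763928). It fell from 7.30 ± 0.39 to −0.61 ± 0.50 in wild-type tracheas (difference −7.91, SE 0.69, adjusted p = 1.05e-05) and from 7.96 ± 0.23 to 1.71 ± 2.54 in Myd88KO tracheas (difference −6.24, SE 0.73, adjusted p = 0.000690), where 1 outlier spot was left out. When only the 10 Myd88KO arrays were fitted, the adjusted p of the latter was 0.0620 (range over 12 alternatives 2.64e-06 to 0.0620). Among the other probes that responded in Myd88KO tracheas, the surfactant protein gene Sftpa1 (difference −6.98, SE 0.96, adjusted p = 0.00210) fell and Anxa10 (4.45, SE 0.75, adjusted p = 0.00605) rose.

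Of these 3 counts, the number of probes that responded in Myd88KO tracheas was the most affected by the processing. It was 2083 when limma weighted each array by its estimated quality. It was 0 when limma fitted only the 10 Myd88KO arrays, although 4343 probes had an unadjusted p under 0.05 in that fit. The methods' one-way test, run here on the 2 groups compared, gave 1275 probes before and 0 after adjustment. The count was 1075 without Myd88KO injury replicate 5 (1843 for injury in wild-type in the same fit), including all 98 probes above, and between 6 and 57 when any other Myd88KO array was left out. The difference between the injury responses of the genotypes was also tested directly. With limma, 0 probes passed (smallest adjusted p = 0.179), while 2703 had an unadjusted p under 0.05. With the slide as a block 1 probe passed, with the scanning day as a block 2, and with array weights 3.

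To describe each array, its change from the uninjured mean of its own genotype was regressed on the mean wild-type injury response over the 1372 probes, with the array itself left out. A score of 1 is the mean wild-type response, and because the probes were chosen on wild-type arrays the score favours these. Injured wild-type replicates 1 to 5 scored 1.14, 0.937, 0.897, 0.847 and 1.12 (0.988 ± 0.134, SD, n = 5). Injured Myd88KO replicates 1 to 5 scored 0.341, 0.974, 0.503, 0.965 and −0.0270 (0.551 ± 0.427, SD, n = 5). The uninjured Myd88KO arrays scored −0.0727 to 0.0996, so that injured replicate 5 lay within their range. The difference of −0.437 between the injured groups was not significant (2-sided exact permutation test, p = 0.0794, the smallest possible being 0.00794).

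**Figure D1:**
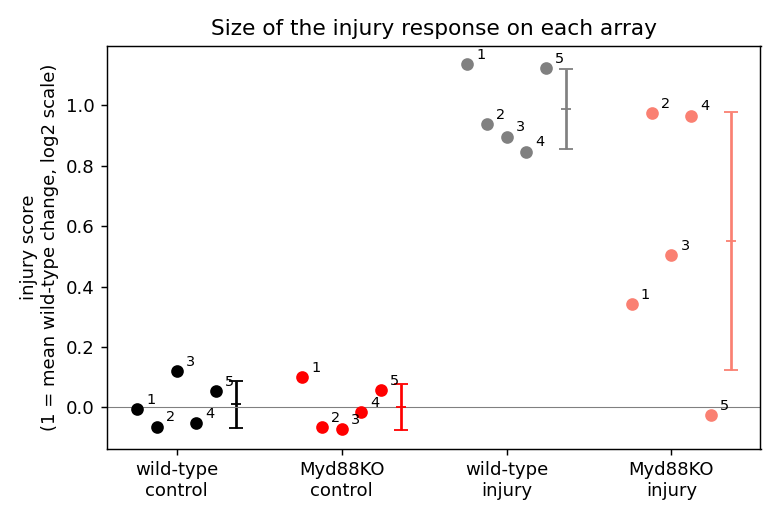
Injury score of each of the 20 arrays, with the replicate number beside each point and bars showing the mean ± SD of each group (1 on the vertical axis is the mean wild-type response). Injured wild-type arrays lie between 0.847 and 1.14, and injured Myd88KO arrays between −0.0270 and 0.974.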

Because we were interested in identifying mechanisms that might explain the Myd88KO tracheal epithelial phenotype present in uninjured mice, we excluded all transcripts that exhibited differential expression in injured WT and injured KO samples relative to controls. The remaining gene subset included 103 transcripts representing 53 significantly up-regulated genes plus 19 down-regulated genes (*p* < 0.01; Figure 6A, shaded area; Figure 6B; and Supporting information, Supplementary Table 1). 

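Of the 100 probes that differed between uninjured Myd88KO and wild-type tracheas, 4 were also differentially expressed after injury in wild-type and 2 after injury in Myd88KO tracheas. The remaining 94 probes comprised 45 that were higher and 49 that were lower in Myd88KO tracheas, representing 41 up-regulated and 47 down-regulated genes. Arsk was counted in both directions because its probes differed in sign. The methods' one-way test gave 436 such probes without adjustment and 44 with it. Leaving out each uninjured array in turn gave 70 to 79.

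Both injury comparisons share the uninjured arrays with the comparison of genotypes. The overlap this can give was examined on simulated data in which uninjured Myd88KO tracheas did not differ from wild-type. In 20 simulations, at most 1 probe differed between the uninjured groups. Among the 100 probes of lowest p in each simulation, a mean of 29.1 were also differentially expressed after injury in wild-type (range 20 to 45) and 15.6 after injury in Myd88KO tracheas (range 11 to 21). In the data these were 4 and 2. The simulated 100 were ranked on noise in the shared arrays, drawn for each probe alone, and almost none passed. Their overlap with injury calls follows from this, so it is no reference for the observed numbers and does not test the exclusion.

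The injured arrays entered the shared estimate of the spread and the exclusion of injury responses, so the comparison of injured groups is not independent of how the 94 probes were selected. Of the 94 probes, 67 were also differentially expressed in the same direction between injured Myd88KO and injured wild-type tracheas, 86 differed in the same direction at an unadjusted p under 0.05, and all 94 had the same sign. The genes also lay close together on the chromosomes. Of 88 genes with a known position among the 100 probes, 50 had another of these genes within 2 Mb. Names given on the array counted as genes, so some neighbours may be further probes of the same gene.

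The paper sought mechanisms that might explain the epithelial phenotype of uninjured Myd88KO mice, and for this reason excluded the transcripts that changed after injury in either genotype. It states that the transcripts left by this exclusion comprise significantly up-regulated and down-regulated genes (Figure 6A and Supplementary Table 1).

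**Figure D2:**
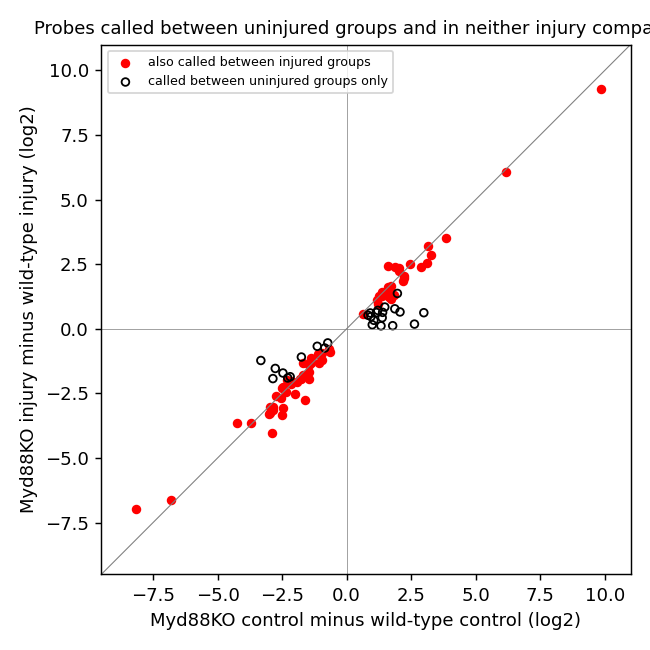
Log2 difference between Myd88KO and wild-type tracheas for each of the 94 probes, with uninjured arrays on the horizontal and injured arrays on the vertical axis. Filled points are the 67 probes also differentially expressed between injured groups, open points the others, and the diagonal marks equal differences. All 94 points have the same sign on both axes.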

The top ten most significantly up- and down-regulated genes from this list are presented in Table 1.

**Figure 6:**
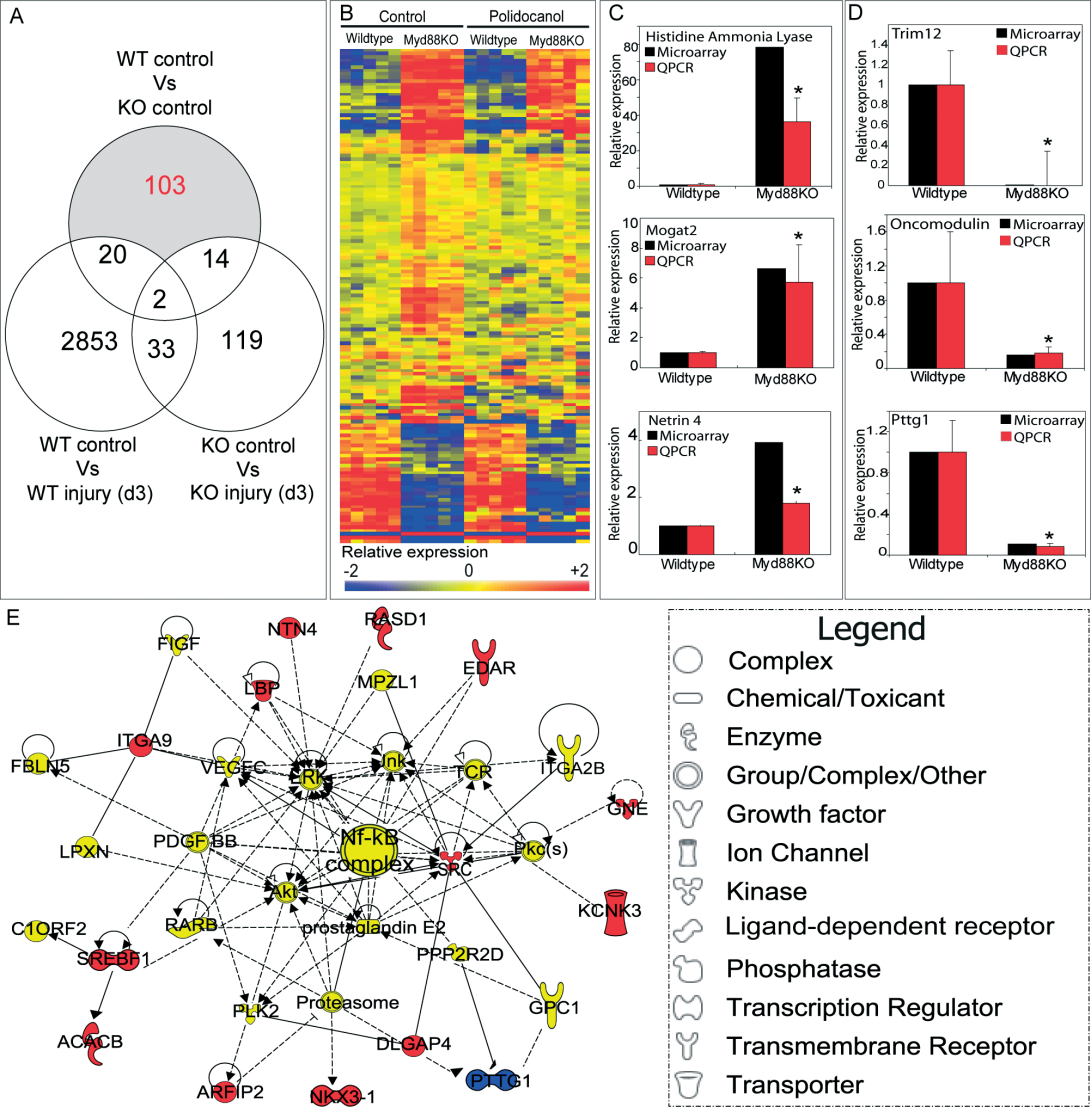
Uninjured Myd88-deficient tracheas exhibit a unique gene expression profile. (A) Venn diagram of array samples, comparison conditions, and transcript clustering. Numbers indicate differentially expressed probes that are uniquely expressed for each comparison condition. Only transcripts that were uniquely differentially expressed in uninjured Myd88KO tracheas relative to all other categories (uninjured wild-type, polidocanol-injured Myd88KO, and polidocanol-injured wild-type) were considered (103 transcripts in total; shaded region). (B) Heat maps representing relative expression of selected transcripts in uninjured WT versus Myd88KO samples. Blue and red colours depict low and high expression levels relative to a normalization of all array samples, respectively. (C, D) Quantitative RT-PCR analysis of relative mRNA expression for up-regulated (C) and down-regulated (D) genes identified by microarray in uninjured knockout and wild-type tracheal samples. Knockout tracheal RNA levels (red bars) were consistent with microarray results (black bars). (E) Top-ranked gene interaction network identified using Ingenuity Pathways Analysis (IPA) software derived from selected differentially expressed transcripts. Gene function is depicted by shape (see legend in figure); colours correspond to expression in Myd88KO samples relative to WT (see Supporting information, Supplementary Table 1). Solid and dashed lines denote previously identified direct and indirect gene interactions, respectively. Error bars (C, D) represent the standard error of the mean (*n* = 4 samples per genotype); asterisks denote significance at *p* < 0.05

**Table 1:** Top ten up- and down-regulated genes in uninjured knockout samples relative to uninjured wild-type samples

Rank	Gene name	Abbreviation(s)	Gene identifier	Fold change
1	Histidine ammonia lyase	*Hal, Hsd*	NM_010401	78.24
2	Integrin alpha 9	*Itga9*	NM_133721	10.26
3	CUE domain containing 1	*Cuedc1*	NM_198013	9.499
4	Monoacylglycerol O-acyltransferase 2	*Mogat2, Mgat2*	NM_177448	6.623
5	Myosin, heavy polypeptide 7	*Myh7, Myhcb*	NM_080728	5.003
6	Glucocorticoid induced gene 1	*Gig1, Zfp704*	NM_133218	4.901
7	Oogenesin 1	*Oog*	NM_178657	4.766
8	Arylsulphatase K	*Arsk*	NM_029847	4.428
9	Neuronal pentraxin 2	*Nptx2, Narp*	NM_016789	4.19
10	Netrin 4	*Ntn4*	NM_021320	3.918
1	Tripartite motif protein 12	*Trim12*	NM_023835	− 136.61
2	Tripartite motif protein 16	*Trim16, Ebbp*	NM_053169	− 101.63
3	Pituitary tumour transforming growth factor 1	*Pttg1, Pttg*	NM_013917	− 9.346
4	Arylsulphatase K	*Arsk*	NM_029847	− 7.353
5	Endoplasmic oxidoreductase 1 beta	*Ero1lb*	NM_026184	− 6.711
6	Cell cycle related, elevated tumour protein	*Crept*	NM_027434	− 6.711
7	Oncomodulin	*Ocm*	NM_033039	− 6.329
8	FYVE/coiled-coil domain containing 1	*Fyco1, Mem2*	NM_148925	− 4.808
9	Tripartite motif protein 34	*Trim34*	NM_030684	− 4.566
10	Tyrosine sulphotransferase	*Sult1b1*	NM_019878	− 4.444

Fold change represents relative expression in uninjured KO control samples relative to WT control samples. 

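Each of the 20 transcripts in Table 1 differed in the listed direction between uninjured Myd88KO and wild-type tracheas, and 18 of them were differentially expressed, 9 higher and 9 lower. With limma, 0 of the 20 passed in either injury comparison, while 7 had an unadjusted p under 0.05 in each. With the adjusted p taken over the list alone, 20 differed between the uninjured groups, 0 after injury in wild-type and 2 after injury in Myd88KO tracheas. These counts adjusted over the list alone are not independent evidence, since the transcripts were selected on the same arrays. Between injured Myd88KO and injured wild-type tracheas 14 of the 20 were differentially expressed in the same direction (18 when adjusted over the list alone), and 19 had the same sign. For the difference between the injury responses, 0 of the 20 were called with limma (4 at an unadjusted p under 0.05), and 2 were called when adjusted over the list alone (Mogat2 and Pttg1).

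Itga9 (chromosome 9, 118578986 to 118579045) rose from −1.56 ± 0.16 (log2, SD, n = 5) to 1.70 ± 0.17, a difference of 3.26 (SE 0.13, adjusted p = 1.19e-11). A second Itga9 probe did not differ (0.14, adjusted p = 1.00), and this part of chromosome 9 also holds Myd88. Both Cuedc1 probes were higher in Myd88KO tracheas, by 3.15 (SE 0.19, adjusted p = 2.56e-09) and 2.03 (SE 0.18, adjusted p = 9.69e-07). Both probes of Myh7 were higher by 2.22, and its neighbour on chromosome 14, Myh6, by 1.74 (adjusted p = 0.000757). Zfp704 differed by 2.19 (SE 0.20, adjusted p = 1.41e-06) on 1 probe and by 0.12 (adjusted p = 1.00) on another. Nptx2 differed by 1.97 (SE 0.30, adjusted p = 0.00122). Oog1 was higher by 2.15 (SE 0.48), with an adjusted p of 0.0442.

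Among transcripts at lower levels, the Trim16 probe was not well above background on any Myd88KO array and was at least 33.0-fold lower (adjusted p = 7.41e-11). Other Trim16 probes differed by −0.74 (adjusted p = 0.0504) and −1.61 (adjusted p = 0.0156). Rprd1b differed by −2.84 (SE 0.16, adjusted p = 1.81e-09) and Ero1b by −2.85 (SE 0.28, adjusted p = 6.03e-06), whereas a second probe of each gene differed by −0.12 and 0.44, respectively, and was not differentially expressed. Fyco1 differed by −2.37 (SE 0.25, adjusted p = 9.60e-06), while 5 other probes of this gene were not differentially expressed. Trim34a differed by −2.29 (SE 0.34, adjusted p = 0.000787) on 1 probe, and by 0.64 and 1.20 on others (adjusted p = 0.321 and 0.0359). The difference in Sult1b1 was −2.25 (SE 0.52), with an adjusted p of 0.0549. The Arsk probes on chromosome 13 differed by 2.05 (SE 0.20, adjusted p = 6.03e-06) and −2.98 (SE 0.23, adjusted p = 2.23e-07). Cuedc1, Nptx2, Arsk, Rprd1b, Fyco1 and Trim34a each had another gene that differed between the uninjured groups within 2 Mb. For Arsk this was only AK039782, a name given on the array, and its relation to Arsk was not examined.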

Genes were selected based on a statistical significance of at least *p* < 0.01 (*n* = 5) and a lack of further differential expression in the context of epithelial injury (see Figure 5A).

We validated representative differentially expressed genes identified in this study using quantitative RT-PCR analysis of uninjured whole tracheal samples (Figures 6C and 6D). Uninjured Myd88KO samples expressed significantly increased histidine ammonia lyase (*Hal*), monoacylglycerol O-acyltransferase 2 (*Mogat2*), and netrin 4 (*Ntn4*) relative to uninjured wild-type samples (Figure 6C). Myd88KO samples also expressed significantly decreased tripartite motif 12 (*Trim12*), oncomodulin (*Ocm*), and pituitary tumour transforming gene 1 (*Pttg1*) expression versus uninjured wild-type controls (Figure 6D). All of these findings were in good agreement with the microarray results. 

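On the arrays, the Hal probe (chromosome 10, 93075295 to 93075354) rose from −5.17 ± 0.72 (log2, SD, n = 5) in uninjured wild-type tracheas, where it was well above background on 2 of 5 arrays, to 1.02 ± 0.43 in uninjured Myd88KO tracheas. The difference was 6.19 (SE 0.35, adjusted p = 1.56e-09). Mogat2 (chromosome 7, 95250993 to 95251052) rose from −3.58 ± 0.52 to −0.95 ± 0.67, a difference of 2.63 (SE 0.36, adjusted p = 0.000254). Ntn4 (chromosome 10, 93304641 to 93304700) rose from −5.08 ± 0.30, well above background on 1 of 5 wild-type arrays, to −3.21 ± 0.12, a difference of 1.87 (SE 0.23, adjusted p = 7.15e-05). With normexp background correction the difference in Ntn4 was 0.62 (adjusted p = 0.165, range over 12 alternatives 9.85e-07 to 0.165). Hal and Ntn4 lie within 2 Mb of each other, and Mogat2 also had another gene that differed between the uninjured groups within this distance.

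The Trim12 probe with the largest difference (Trim12a; chromosome 7, 100356374 to 100356433) was at 1.54 ± 0.40 in uninjured wild-type tracheas and well above background on none of the 5 uninjured Myd88KO arrays, a level at least 93.9-fold lower (adjusted p = 0.000254). A second probe of this gene (100360703 to 100360762) fell from −2.48 ± 0.25 to −4.97 ± 0.57 (difference −2.49, SE 0.34, adjusted p = 0.000287). Ocm (chromosome 5, 143048083 to 143051865) fell from −0.80 ± 0.54 to −3.56 ± 0.60 (difference −2.76, SE 0.49, adjusted p = 0.00547). Over 12 alternatives the adjusted p of Ocm ranged from 0.000311 to 0.0137, reaching 0.0137 with the slide as a block. It was 0.01 or more when any of 8 of the 10 uninjured arrays was left out (range 0.00414 to 0.0243). Pttg1 (chromosome 11, 43377052 to 43377111) fell from 4.66 ± 0.35 to 1.34 ± 0.51 (difference −3.32, SE 0.33, adjusted p = 6.47e-06). Trim12a and Ocm likewise had such a neighbour within 2 Mb. For each of these 6 genes, the 5 Myd88KO arrays lay entirely on 1 side of the 5 wild-type arrays.

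Between injured Myd88KO and injured wild-type tracheas, the difference was 6.07 for Hal (adjusted p = 1.36e-09) and −6.97 for the first Trim12a probe (adjusted p = 0.00168), whereas Ntn4 was at least 3.11-fold higher. Of the 5 injured Myd88KO arrays, the first Trim12a probe was well above background on 1, that of replicate 1, where it was at 1.01. When only the injured arrays were fitted, the adjusted p of this probe was 0.115 (range over 12 alternatives 9.42e-07 to 0.115). Differences between injured groups in Mogat2 (0.18, adjusted p = 0.879), Ocm (−1.53, adjusted p = 0.188) and Pttg1 (−1.23, adjusted p = 0.112) were not significant, although Pttg1 was called with the Xist signal as a covariate (adjusted p = 0.00963, range over 12 alternatives 0.00963 to 0.416). The change of the difference with injury was −2.45 for Mogat2 (SE 0.50) and 2.10 for Pttg1 (SE 0.47). For these 3 genes it was not significant over all tested probes (smallest adjusted p = 0.267), whereas Mogat2 and Pttg1 passed when adjusted over the list alone, the 20 transcripts of Table 1, which was chosen on these arrays (adjusted p = 0.00205 and 0.00273).

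**Figure D3:**
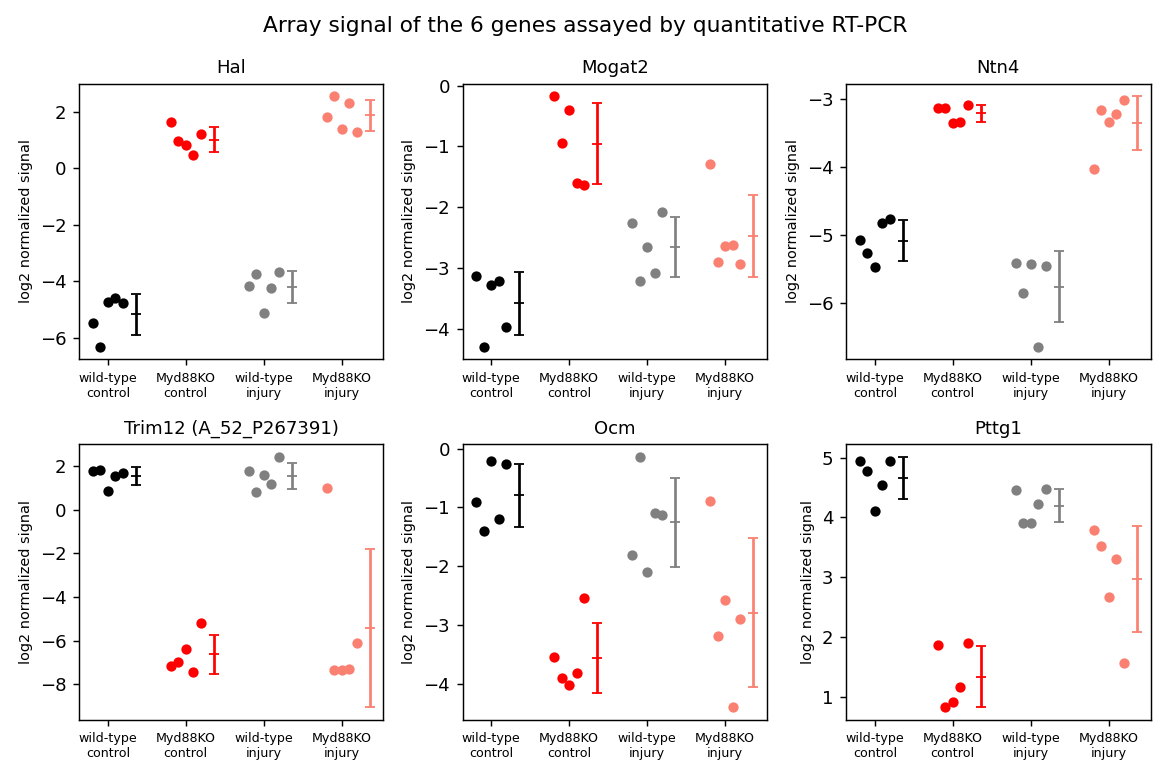
Log2 array signal of the 6 genes, relative to the 75th percentile of each array, in the 4 groups; each point is 1 array and bars show the mean ± SD. In uninjured tracheas the difference between Myd88KO and wild-type means was 6.19 for Hal and −3.32 for Pttg1, and the Trim12 panel shows the first probe.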

Many of the genes that we identified (including all genes validated by RT-PCR) have previously been identified as regulators of epithelial metaplasia or differentiation.

To further characterize the Myd88KO gene expression profile, we used Ingenuity Pathways Analysis (IPA) software (Ingenuity Systems, Redwood City, CA, USA). IPA software collates findings presented in peer-reviewed publications into networks of physical, transcriptional, or enzymatic interactions to reveal functional and mechanistic pathway associations. The most significant of these was associated with NF-κB activation and included genes encoding the cell surface ectodysplasin A receptor (Edar) and lipopolysaccharide binding protein (Lbp). 

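The Edar probe (chromosome 10, 58119240 to 58119298) was at −2.69 ± 0.17 (log2, SD, n = 5) in uninjured wild-type and −1.91 ± 0.22 in uninjured Myd88KO tracheas, a difference of 0.78 (SE 0.14, adjusted p = 0.00901). The adjusted p ranged from 0.00116 to 0.0496 over 12 processing alternatives and was not under 0.01 in 7 of them. It was 0.0134 to 0.0386 when each of the 10 uninjured arrays was left out in turn. Edar fell by 0.83 after injury in Myd88KO tracheas (SE 0.14, adjusted p = 0.00711). Under the main setting it is therefore not among the probes that remained after the exclusion of injury responses. This depends on the processing. Injury in Myd88KO gave 0 probes when only the arrays compared were fitted, and 0 with the methods' one-way test with adjustment. In these settings an injury response would not exclude Edar. The difference between injured groups was 0.47 (adjusted p = 0.168).

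The Lbp probe (chromosome 2, 158069296 to 158072838) rose from 2.15 ± 0.18 to 3.52 ± 0.41, a difference of 1.36 (SE 0.23, adjusted p = 0.00326). With quantile normalization its adjusted p was 0.0167 (range over 12 alternatives 5.16e-05 to 0.0167), and it was 0.01 or more when any of 5 of the 10 uninjured arrays was left out (highest 0.0153). Between injured groups Lbp differed by 1.29 (SE 0.23, adjusted p = 0.00590). This adjusted p was 0.01 or more under 3 of the 12 alternatives (highest 0.0961) and when any of 8 of the 10 injured arrays was left out. Lbp is 1 of 8 genes that differed between uninjured groups and formed a run, each less than 2 Mb from the next, on chromosome 2 from 152153987 to 158069296. Of these, AK035497, TC1479950 and AK047604 have only a name given on the array. In uninjured tracheas all 5 Myd88KO arrays were above all 5 wild-type arrays for both genes. The interaction network itself was not analysed here.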

Interestingly, both of these genes have previously been functionally associated with epithelial mucus production and submucosal gland differentiation [8, 35, 36] (Figure 6E).

It has been suggested that endogenous tracheal epithelial stem or progenitor cells drive submucosal gland abundance [37]. We would therefore expect that some differentially expressed genes identified in the Myd88 KO tracheas might overlap with genes differentially expressed in epithelial progenitor cells. We performed a comparative microarray analysis between our dataset (Supporting information, Supplementary Table 1) and that of a recent study [27] (Figure 7). Each gene identified in our studies was plotted on the *X*-axis based on its expression in knockout tissue relative to uninjured wild-type samples. 

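The copy of Supplementary Table 1 used here holds 74 probes, 53 up-regulated and 21 down-regulated, of the paper's 103 transcripts, and no test of the list as a whole was made. All 74 probes were tested and differed in the listed direction. The fold change here was between 0.931 and 1.08 times the paper's for the 72 probes measured in both groups (median 0.934). On the log2 scale, the paper's values minus those here had a median of 0.10 (range 0.06 to 0.10). For the other 2 probes only a lower bound was obtained.

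Of the 74 probes, 43 were differentially expressed between the uninjured groups, and 42 of these remained after exclusion of injury responses. The count was 40 among the 50 probes listed with at least a 2-fold difference and 3 among the 24 listed with a smaller one. Adjusted over the list alone, 58 of the 74 passed, which is not independent evidence because the list was chosen on these arrays. After injury, 1 of the 74 probes was differentially expressed in wild-type and 1 in Myd88KO tracheas (Edar), and 17 and 31 had an unadjusted p under 0.05. With limma, 0 and 9, respectively, passed when adjusted over the list alone. Between injured groups 31 of the 74 were differentially expressed in the same direction, or 41 in either direction when adjusted over the list alone, and 59 had the same sign. For the difference between the injury responses, 0 of the 74 were called with limma (18 at an unadjusted p under 0.05), and 3 were called when adjusted over the list alone, Mogat2, Pttg1 and Rnf165 (−1.54). The methods' one-way test without adjustment gave 66 of the 74 probes between the uninjured groups, and the same test with adjustment gave 24. Expression in the stem and progenitor cell populations was not analysed here.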

Along the *Y*-axis, we plotted expression of these same genes based on their expression in either tracheal lectin plus keratin 5-expressing (stem) or lectin-only (progenitor) cell populations (Figures 7A and 7B, respectively). To remain consistent with previous analyses [27], we only considered genes that exceeded a minimum two-fold, statistically significant enrichment (shaded boxes, Figures 7A and 7B). The results revealed that only 5 of 103 differentially expressed transcripts were significantly enriched in tracheal stem or progenitor cell populations, suggesting that the majority of Myd88-dependent transcriptional changes do not occur within tracheal stem or progenitor cells.

**Figure 7:**
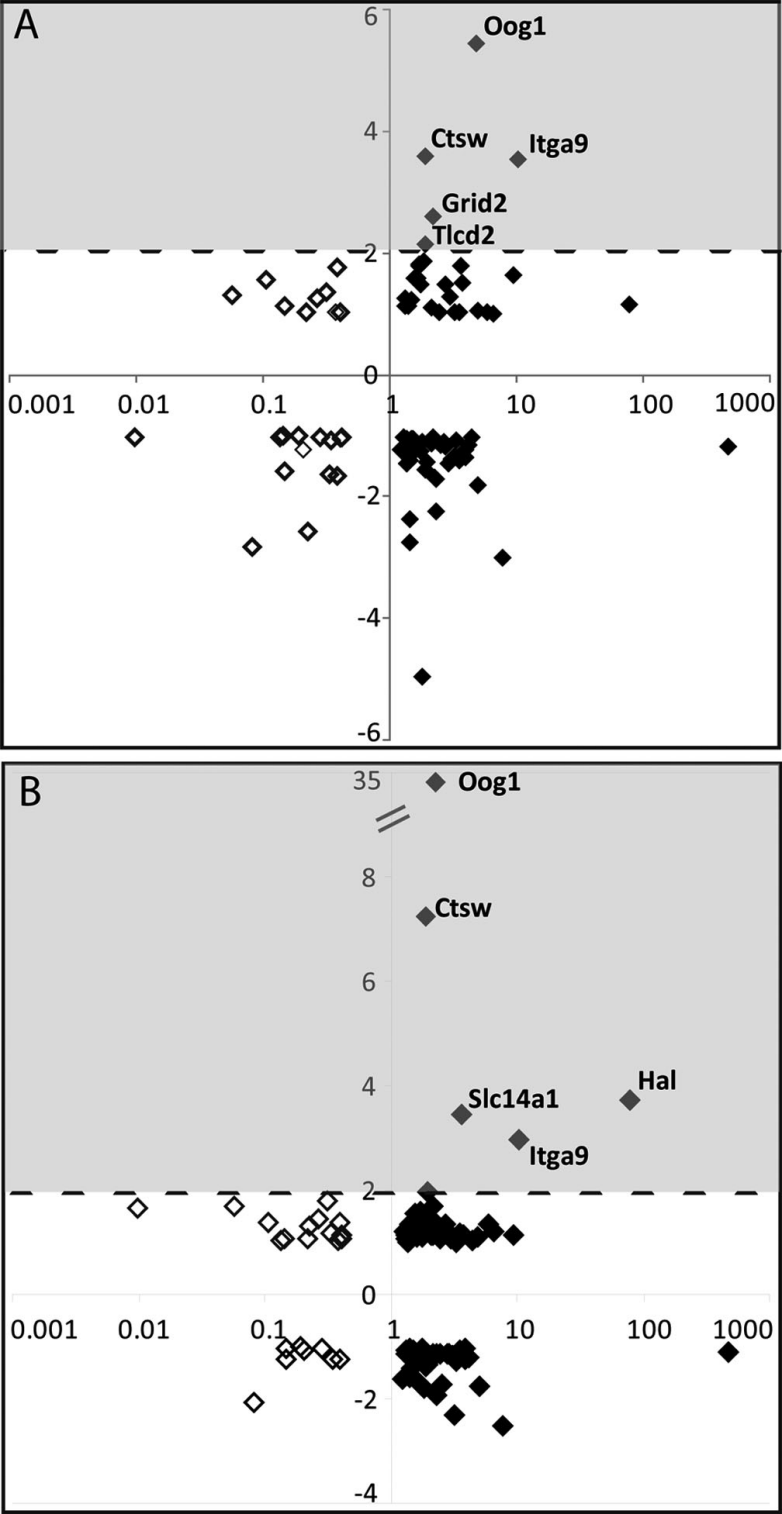
Genes associated with Myd88 deficiency are not enriched in tracheal epithelial stem and progenitor cells. Differentially expressed genes identified in our microarray studies (Figure 6A and Supporting information, Supplementary Table 1) were compared with publicly available tracheal epithelial stem and progenitor cell gene expression profiles (GSE15724). (A, B) Uninjured Myd88KO tracheal gene expression relative to wild-type samples is plotted logarithmically on the *X*-axis. Up- and down-regulated genes are depicted by filled and clear diamonds, respectively. Each gene was also plotted along the *Y*-axis according to its enrichment in defined tracheal stem (A) or progenitor (B) cells relative to a negatively staining cell population. We only considered genes exhibiting a minimum two-fold enrichment in either tracheal stem or progenitor cell populations (shaded areas, A and B). Using these criteria, only three out of 103 transcripts identified in our studies were additionally enriched in tracheal stem and progenitor cells

## Discussion

We have characterized adult tracheal epithelial metaplasia in the context of Myd88 deficiency. Myd88 deletion drove increased submucosal gland abundance, mucus cell metaplasia, elevated CCSP and Muc5AC expression, and Clara cell hyperplasia. These phenotypes were not associated with persistent tracheal infection or inflammation (as judged by Gram stain and inflammatory cell infiltration) and were also not present during embryogenesis. The observed adult tracheal mucous cell metaplasia phenotype was recapitulated following systemic administration of the commercially available Myd88 inhibitory peptideIMG-2005. This finding strongly implicates the Myd88/NF-κB pathway as a central mediator of airway homeostasis and mucus production. Myd88 was also required for normal resolution from epithelial injury. Interestingly, however, Myd88-deficient cells exhibited normal *in vitro* differentiation, and microarray studies found little overlap between previously published epithelial progenitor cell transcripts and those differentially expressed in the Myd88 KO trachea.

We observed increased submucosal gland formation, mucus cell abundance, and epithelial hyperplasia only within tracheas, despite global Myd88 deletion. This result was consistent with the observation that murine mucus hypersecretion and mucus cell transdifferentiation are limited to proximal airways, despite the use of injury models that target the whole lung [4]. Additionally, with no evidence of persistent infection or inflammation in the Myd88KO mice, we found that Myd88KO tracheas exhibited abnormal repair and increased secretory protein production following injury. Given that both CCSP and mucin proteins are known to modulate airway oxidative damage, our findings suggest that Myd88 may regulate tracheal stress responses and subsequent airway re-epithelialization after injury [1, 4].

Our data are consistent with previous reports linking Myd88, NF-κB activity, and initial lung epithelial differentiation [7, 11, 38, 39]. It is accepted that NF-κB signalling regulates distinct airway epithelial processes including differentiation, hyperplasia, and appendage formation. In our study, Ingenuity Pathways Analysis identified enrichment of NF-κB signalling pathway members in KO tracheal samples. This suggests that NF-κB may modulate adult tracheal epithelial metaplasia. Our results are also consistent with earlier studies suggesting that non-epithelial signalling regulates tracheal epithelial differentiation [40]. Specifically, we found that both KO and wild-type epithelial cells exhibited comparable intrinsic differentiation capacity when grown at an *in vitro* air–liquid interface. This result suggests that extrinsic, rather than epithelial cell autonomous or cell-intrinsic, factors influence adult tracheal secretory cell phenotypes.

Ingenuity Pathway Analysis performed as part of this study identified several gene-interaction networks that are differentially regulated in KO tracheas and may mechanistically explain our observed phenotypes. These networks included the genes *Edar* and *Lbp*, each of which are known regulators of lung epithelial cell phenotype. Ectodysplasin A (*Eda*) and *Edar*-deficient mouse strains (Tabby, downless, crinkled) lack submucosal gland development, despite normal basal keratinocyte progenitor cell abundance [8]. Separately, *Lbp* knockout mice fail to exhibit reduced airway hyperreactivity and mucus cell metaplasia after endotoxin exposure [36]. *Lbp* has also been shown to directly regulate airway hyperreactivity by facilitating lipopolysaccharide binding to myeloid cells [41].

Microarray analysis revealed differential expression of 103 transcripts in Myd88KO versus WT tracheas. Differentially expressed genes included both uncharacterized and previously identified regulators of epithelial cell phenotypes. We assessed the expression of six of these genes in adult tracheas using quantitative RT-PCR (QPCR). Three of these genes (*Mogat2, Hal*, and *Ntn4*) exhibited significant up-regulation. It has previously been shown that *Mogat2*-deficient mice exhibit numerous epithelial defects including overabundant intestinal epithelial mucus production [42]. Separately, *Hal* gene expression has been associated with altered skin epithelial cell differentiation [43]. Netrin 4 has also recently been shown to influence lung epithelial outgrowth formation in a genetically modified mouse model [44]. Down-regulated genes validated by QPCR included *Trim12, Ocm*, and *Pttg1*. Interestingly, these genes are also known regulators of epithelial homeostasis and differentiation [45–47]. Specifically, *Trim* family members are required for maintenance of skin epithelial cells in an undifferentiated state [32], whereas *Ocm* and *Pttg1* are both modulators of epithelial growth and regeneration [33, 34, 48].

This report is the first to identify a role for Myd88 in adult tracheal submucosal gland abundance. Overall, the results of this study, alongside those of previous publications, suggest a complex mechanism of signalling network interactions that regulates postnatal tracheal submucosal gland development, mucus cell homeostasis, and metaplasia.

# Supplementary material for: Myd88 deficiency influences murine tracheal epithelial metaplasia and submucosal gland abundance
**Source:** J Pathol. 2011 May 10;224(2):190–202. doi: 10.1002/path.2876
**Supplement:** Supplementary file 5

**Supporting information**

**Supplementary Table 1.** Differentially regulated genes in uninjured Myd88-deficient tracheas

# Supplementary material for: Myd88 deficiency influences murine tracheal epithelial metaplasia and submucosal gland abundance
**Source:** J Pathol. 2011 May 10;224(2):190–202. doi: 10.1002/path.2876
**Supplement:** Supplementary file 6

**Supporting information**

**Supplementary figure legends**

**Supplementary Figure 1**. Further characterization of Myd88-deficient tracheal cell phenotype. (A, B) Whole longitudinal wild-type (A) and Myd88KO (B) tracheal sections (n=5 each) were stained with keratin 14 (red) plus CCSP (green) and photographed using confocal microscopy to better visualise submucosal gland distribution and secretory cell phenotypes. (C) Quantitative confocal fluorescence analysis of average CCSP fluorescence intensity in wild-type and Myd88KO tracheas. Wild-type (D) and KO (E) tracheas were stained with Muc5AC to assess SMG abundance and epithelial cell phenotype. (F, G) Representative images of Alcian blue reactive wild-type (F) and knockout (G) tracheal submucosal glands. (H) Quantification of wild-type and knockout alcian blue abundance within individual tracheal submucosal glands. (I) Quantitative analysis of both Alcian blue and periodic acid Schiff reactive cell abundance in wild-type and Myd88KO tracheas. Asterisks (C) indicate significance at p<0.005; scale bars (A, B, D, E) are 100µm.

**Supplementary Figure 2.** Newborn KO tracheas exhibit normal differentiation. (A-D) Representative images of H+E stained proximal (A, B) and distal (C, D) tracheas from newborn Myd88 heterozygous (A, C) and KO littermates (B, D). (E, F) Alcian blue (blue/purple) plus PAS (red/brown) histochemical stains in representative heterozygous (E) and KO proximal tracheas (F). (G) Quantification of newborn heterozygous and KO tracheal SMG incidence relative to location. (H) Alcian blue and PAS reactive mucous cell abundance in newborn heterozygous and KO tracheas (black and red bars, respectively). Error bars (G, H) represent the standard error of the mean (n=6 mice / genotype). Arrows (A, B, E, F) denote newborn tracheal SMGs. Scale bars are 100µm (A-F).

**Supplementary Figure 3.** Myd88-deficient tracheas do not exhibit altered epithelial apoptosis after epithelial injury. (A-H) Representative images of TUNEL staining in wild-type (A, C, E, G) and Myd88KO (B, D, F, H) control (A, B) or polidocanol injured tracheas recovered for 3 (C, D), 10 (E, F) or 30 days (G, H). Only rare TUNEL-reactive cells were ever observed in all samples and timepoints (arrowheads, D, E). A total of 3 mice were examined at each injury timepoint; scale bars are 100µm and hematoxylin was used as a nuclear counterstain (all panels).

**Supplementary Figure 4.** Wild-type and Myd88KO tracheas exhibit comparable smooth muscle actin cell abundance. (A-D) Representative images of smooth muscle actin (SMA) staining (red) in wild-type (A, B) and Myd88-KO (C, D) tracheas in the absence of injury (A, C) or following polidocanol injury and 30 days recovery (B, D). SMA staining was only ever observed adjacent to tracheal submucosal gland epithelia. Scale bars are 100m; DAPI was used as a nuclear counterstain.

# Supplementary material for: Myd88 deficiency influences murine tracheal epithelial metaplasia and submucosal gland abundance
**Source:** J Pathol. 2011 May 10;224(2):190–202. doi: 10.1002/path.2876
**Supplement:** Supplementary file 7

**Supporting information**

**Supplementary methods**

*Quantitative confocal fluorescence microscopy*

We analysed the relative intensity of CCSP expression within individual tracheal epithelial cells using established quantitative confocal fluorescence techniques. Briefly, the average fluorescence pixel intensity of each cell was obtained by tracing the total cell perimeter and performing an area intensity quantification using Volocity image analysis software. At least 30 individual cells were analysed for each sample in order to obtain an average mean intensity. All images were obtained on the same day using identical confocal settings and 8-bit image acquisition. Data is expressed in arbitrary fluorescence intensity units based on 8-bit (0-256) image intensities.

*Newborn Myd88KO tracheal samples*

Myd88KO and heterozygous littermates were used to study Myd88 deficiency in newborn mice. These were generated by crossing Myd88KO females with a Myd88 heterozygous male. All newborn tissue samples were collected within 24 hours of birth and genotyped after sample collection. Three separate newborn litters were analysed during the course of this study.

*Quantitative RT-PCR*

Total tracheal RNA samples from 4 uninjured wildtype and 4 uninjured Myd88KO mice were used for quantitative RT-PCR (QRT-PCR) validation of microarray results. All QRT-PCR analyses were performed using an Applied Biosystems 7900HT real time PCR machine, inventoried Taqman probes and 2x Master Mix (Applied Biosystems, UK), and standard Taqman reaction conditions (60°C annealing and extension, 95°C denaturation). All samples were run in duplicate for each probe and normalised against 18S, GAPDH, and beta actin internal loading controls to determine individual ∆Ct values. Duplicate samples exhibiting significantly different Ct values (>0.3 difference) were reanalysed in separate experiments. Data represents the mean relative expression +/- SEM for all Myd88KO samples relative to wildtype controls. Inventoried Taqman probes were as follows:

Name Probe ID

| 18S | 4352930E |
| --- | --- |
| GAPDH | Mm99999915_g1 |
| Beta actin | Mm00607939_s1 |
| Hal | Mm00456709_m1 |
| Mogat2 | Mm00624192_m1 |
| Trim12 | Mm00844231_s1 |
| Oncomodulin | Mm00712881_m1 |
| Pttg1 | Mm00479224_m1 |
| Netrin 4 | Mm00480462_m1 |

How the deposited data were processed for this re-analysis (not part of the article)

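Gene expression was measured in 20 mouse whole tracheas, 5 each from uninjured wild-type, uninjured Myd88KO, injured wild-type and injured Myd88KO mice, with 1 one-colour Agilent whole mouse genome array per sample. The genotype, treatment and replicate number of each array were taken from the sample labels and the paper's methods. Where these differ, the paper's values are used beside its statements: it gives mice of 4 to 6 months, 2 µg of labelled RNA and oropharyngeal instillation of 10 µl of 2% polidocanol, whereas the labels give 4 months and 600 ng and describe the RNA isolation kit and the route of instillation differently. The paper used male and female mice. The sex of each sample was not taken from the labels, and was followed only by the Xist signal in 1 of the alternatives.

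The authors deposited the scanner output of each array and a value table. In the scanner output, the value used here was the intensity of each spot after the Feature Extraction software had subtracted the background and removed its spatial trend. Spots that were not above background had been given a surrogate value, and arrays had not been scaled to one another. The deposited value table held the same intensity, rounded (ratio of table to scanner values 0.995 to 1.00), and was used as an alternative. No column of either kind belonged to samples outside the study. The genome build behind the positions in the files is not stated, so positions are given as in the files.

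Each array held 45018 spots, of which 1639 were controls and were left out. Values of spots marked as outliers by the software were left out (1960 in all), the single saturated spot was kept, and spots of 1 probe were averaged, which gave 41174 probes. The log2 intensity of each probe was expressed relative to the 75th percentile of its array. A probe was tested if the software classed it as well above background on at least 10 of the 20 arrays, following the paper's exclusion of transcripts present in less than 50% of samples, and 26063 probes met this filter. The share of spots well above background ranged from 57.5% to 67.8% over the arrays, and the number of arrays, 5 in each group, limits the precision. The correlation between arrays of 1 group was 0.923 to 0.990. Different probes of 1 gene were kept apart, and the text says where they disagree. Where 1 probe per gene was needed, the brightest was used for single genes and the probe of lowest p for tests over genes.

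Comparisons were made in R 4.3.3 with limma 3.58.1 (lmFit, contrasts and eBayes), with statmod 1.5.0 and data.table 1.17.8. All 20 arrays were fitted together, so that the groups share 1 estimate of the spread, and 5 contrasts were taken: Myd88KO against wild-type in uninjured and in injured tracheas, injury in each genotype, and the difference between the injury responses. P values were adjusted by the Benjamini-Hochberg method within each contrast, and a probe with an adjusted p under 0.01 was called differentially expressed. The paper's methods name a one-way parametric test across all samples with the same adjustment, and the paper's text does not say how pairs of groups were then compared. As an alternative this test was run on the same values, separately on the 2 groups of each comparison. The transcripts unique to uninjured Myd88KO tracheas were those that differed between the uninjured groups and in neither injury comparison. Where a probe was well above background on no array of a group, only a lower bound of its change is given.

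The genes named in the text follow a rule: every gene that the paper names in its text, Table 1, Supplementary Table 1 or the labels of Figures 6 and 7; Myd88; in each comparison the 5 largest rises and the 5 largest falls among differentially expressed probes whose groups do not overlap; the 3 largest differences in injury response in each direction, of which there were 0; markers of the cell types stained in the paper; and markers of strain and sex. Genes named outside the rule are said to have been chosen after their values were seen. Probes were named through a table of mouse genes (GRCm38.p6, used for names only), which matched 22704 probes by accession, 6849 by symbol and 3167 by an older symbol, and 8454 kept the name given on the array. No probe for Muc5ac was found under these names.

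For Table 1 (20 transcripts) and the 74 probes of Supplementary Table 1, both selected by the study on these samples, differences were also adjusted over the list alone. The 14 lists of marker genes written beforehand held 118 genes, of which 111 were tested (151 probes) and 0 were shared between lists: secretory (9 genes, 8 tested), gland (8, 7), basal (7, 7), ciliated (9, 9), proliferation (10, 10), myeloid (10, 9), NF-kB targets (12, 11), adipocyte (9, 8), brown adipocyte (5, 5), skeletal muscle (10, 10), cardiac muscle (8, 7), thyroid (6, 5), cartilage (8, 8) and smooth muscle (7, 7). Of these genes 1, Myh6, is in Supplementary Table 1 and 0 are in Table 1. Lists were tested with camera at a preset correlation of 0.01, adjusted over all lists and contrasts and called at an adjusted p under 0.05. This threshold was set before the list results were computed but was not in the written design.

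The replicate number is the slide: each of the 5 slides in the scanner files held the arrays of 1 number, so that a block for the replicate number and a block for the slide are the same fit. Over 30 pairs of arrays with the same number, the correlation of deviations from the group means was −0.26 to 0.48 (median 0.24, over 0.1 in 23 pairs). The slides were scanned on 2 days, which were also used as a block.

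The alternatives were scaling to the 50th percentile, quantile normalization, normexp background correction (offset 50) of the raw intensity, the deposited values, 3 other filters on dim probes, fitting only the arrays compared, the replicate or slide block, the scanning day as a block, the Xist signal as a covariate for sex, array weights, the methods' one-way test with and without adjustment, an adjusted p under 0.05, a minimum 2-fold change, other definitions of the unique set, other windows around Myd88, other list tests and leaving out each array in turn. Keeping the outlier spots was added later. Up to 100 other splits of the arrays were drawn for each comparison, on values in which left-out spots were replaced by the mean of the probe.

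The scripts were tested on simulated data before use. In 25843 simulated probes of which 200 were changed, limma recovered 36.5% of changes of 1 log2 unit and 84% of changes of 2 between the uninjured groups (2 and 5 false calls), 40.5% and 82.5% for injury in wild-type (10 and 9 false calls), 26.5% and 84.5% for injury in Myd88KO (3 and 16 false calls), and 41% and 83.5% between injured groups (20 and 27 false calls). For the difference between injury responses it recovered 1.5% and 69.5% (0 and 5 false calls). Where false calls occurred, their share of all calls was higher than an adjusted p under 0.01 allows. Between injured groups there were 20 and 27 beside 82 and 167 recovered probes. For injury in Myd88KO there were 3 and 16 beside 53 and 169. Calls in these comparisons are therefore less certain than their adjusted p states. The permutation test for genes lying close together was run on 90 genes drawn from 17465 for the uninjured comparison. It missed 15 genes placed in a single block of 20 Mb (permutation p = 0.054), and detected 20 genes in 6 Mb (p = 0.007) and 45 genes in 9 blocks of 2 Mb (p = 0.001, the smallest possible), and a random draw gave p = 0.37. The planted cases were made stronger after the first was missed, so the test detects several tight groups and can miss 1 loose group.

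Quantitative RT-PCR, staining, the interaction networks and the stem and progenitor cell profiles of the paper were not analysed here. Some genes covered by the rule for named genes are not reported here. Of the paper's 103 transcripts, the copy of Supplementary Table 1 used here holds 74, so no overlap or set test was made on it.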

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

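The tests on injured Myd88KO replicates 1 and 5 (the reading of the count without replicate 5, array quality, sample labels, injury scores and the probes near Trim12a), the reading of the slide block and the comparison of the uninjured differences with injured arrays were chosen after the results were seen, whereas the regroupings, the covariate for sex, the alternatives, the leaving out of each array and the marker lists with their tests were set beforehand.

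In groups of 5 arrays, a highest or lowest array was set apart when its gap to the nearest of the others exceeded 0.71 of the range of the group. This happened in 20 of 359 groups of the named probes (5.57%), and chance gives about 1 in 20. The number of such arrays is therefore close to what chance gives. In uninjured wild-type replicate 3, Krt5 was at 7.60 and Krt14 at 5.31, above the other 4 arrays (Krt5 5.54 to 5.88, Krt14 2.68 to 3.22), whereas Slc2a5 was at −1.59 and Arfip2 at 0.019, below them. In uninjured Myd88KO replicate 3, Edar was at −1.54 and Slc39a11 at 3.45. Elsewhere, Trim34a (uninjured wild-type replicate 2, −4.09), Aldh9a1 (uninjured wild-type replicate 5, 1.39, and injured wild-type replicate 3, 1.04), Rab6a (uninjured wild-type replicate 4, 0.21), Paqr4 (injured Myd88KO replicate 2, 2.33) and Acta2 (a probe at 1.54 in injured wild-type replicate 5, and another at 7.11 in uninjured wild-type replicate 1) each stood apart in 1 group. Neither a technical nor a biological explanation was tested for these arrays.

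Injured Myd88KO replicate 1 stood apart for both Trim12a probes (1.01 for the probe with the largest difference, against −7.36 to −6.10 in the other 4 arrays, where it was not well above background, and −3.30 for the second), for Mogat2 (−1.28) and for Nnt (−0.75). The first Trim12a probe was thus near its wild-type level in this array. A mislabelled wild-type sample is argued against by the other probes: of the 69 that separated the genotypes in both uninjured and injured arrays, 11 lay nearer the wild-type injury mean in this array, against 0, 0, 1 and 1 in the other injured Myd88KO arrays. A chromosome segment that still segregates in the Myd88KO line may explain the Trim12a values, but the arrays do not decide this. Of the 100 probes that differed between uninjured groups, the 4 that stood apart in this array were left out of the test because they had prompted it. Among the other 96 probes, 7 lie within 20 Mb of the Trim12a probe, and 3 of these were nearer the wild-type injury mean in this array, against 14 of the 89 elsewhere (Fisher's exact test, 2-sided, p = 0.103). With 7 probes the explanation stays open, and no genotype of this locus was measured.

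Injured Myd88KO replicate 5 stood apart for Tmx4 (0.45), Fyco1 (−0.52) and Top2a (−3.82, against −1.25 to −0.33 in the other 4 arrays). This array bears on the smaller number of probes that responded to injury in Myd88KO (98) than in wild-type tracheas (1372). Without it, 1075 probes responded in Myd88KO tracheas, 487 higher and 588 lower, and 602 of these also responded in the same direction in wild-type tracheas, whereas 2 went the opposite way. In the same fit 1843 probes responded in wild-type tracheas, so the difference in number was smaller but remained. That fit held 4 injured Myd88KO arrays and 5 injured wild-type arrays. Leaving out 1 injured wild-type array instead took the wild-type count to between 673 and 1063. The remaining difference may therefore reflect unequal numbers of arrays, and the fit does not decide this. Leaving out any other Myd88KO array gave 6 to 57 probes for injury in Myd88KO tracheas. Of the probes that responded in wild-type tracheas, 1339 had the same sign in Myd88KO tracheas without replicate 5. A response that was weaker in all 5 injured Myd88KO arrays is argued against, because the highest of them scored 0.974 on the wild-type injury response, within the range of the wild-type arrays (0.847 to 1.14). Low array quality of replicate 5 stays open. This array had the lowest share of spots well above background (57.5%) and the most outlier spots (192), and with limma's array weights 2083 probes responded in Myd88KO and 2628 in wild-type tracheas. On the 7697 probes that wild-type injury left unmoved, its deviations had an SD of 0.52 (log2), inside the range of the other injured arrays (0.35 to 0.69), which neither shows nor excludes low quality. With the Xist signal as a covariate, 76 probes responded in Myd88KO and 1524 in wild-type tracheas, and with the slide as a block 143 and 1548, so neither sex, as followed by Xist, nor slide removes the difference in number. The injury score of replicate 5, −0.0270, lies among the uninjured Myd88KO arrays (−0.0727 to 0.0996). An uninjured sample labelled as injured may explain this, as may an instillation that did not injure the epithelium, or a mouse that had not responded by 3 days, and these were not tested against one another.

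The paper does not report the comparison of injured Myd88KO with injured wild-type tracheas. In it, 99 probes from 89 genes were differentially expressed, 39 higher and 60 lower in Myd88KO, and the arrays of the groups did not overlap for 39 and 58 of them (chance separates 5 arrays from 5 for a share of 0.00794 of probes taken at random, and these probes were selected on the same arrays). In 100 splits of the 10 injured arrays (of 126), 2 gave as many probes, the real one included. The other split gave 448 probes and set wild-type replicates 1, 2 and 5 with Myd88KO replicates 2 and 4, against the rest. A further split, which parts the arrays of every slide as the real one does, gave 397 with wild-type replicates 1, 3 and 5 and Myd88KO replicates 2 and 4 on 1 side. Of the 16 splits that part every slide, 2 gave as many probes as the real one, the real one included, but 16 splits are too few to exclude chance whatever the arrays show. Chance is argued against for 69 of the 99 probes, which were also called in the same direction between the uninjured groups, where no array is shared, against 0.380 expected. For the other 30 probes it was not tested separately, and in simulated data this comparison gave more false calls than its threshold allows. Neither split follows a slide or a scanning day. The first sets the 5 arrays of highest injury score against the others. With the slide as a block, the comparison of genotypes gave 112 probes. Clca1 was 4.21 higher (SE 0.59, adjusted p = 0.000484) in injured Myd88KO tracheas, with an adjusted p of 0.000205 to 0.0221 over 12 alternatives, the highest when only the injured arrays were fitted. It fell by 3.34 in wild-type (adjusted p = 0.00160) and by 0.36 in Myd88KO tracheas (adjusted p = 0.791), but the difference between these responses was not significant (2.98, adjusted p = 0.391). Lcn2 differed by −3.95 (SE 0.67, adjusted p = 0.00381), with an adjusted p of 0.000787 to 0.147 over 12 alternatives, 0.01 or more in 3 of them and when any of 5 of the 10 injured arrays was left out.

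The largest difference between uninjured Myd88KO and wild-type tracheas was in Mela (chromosome 8, 122067110 to 122067169), which is in neither Table 1 nor the copy of Supplementary Table 1 used here, and which was picked out after its values were seen. It was at −3.50 ± 1.16 (log2, SD, n = 5; well above background on 4 of 5 arrays) in wild-type and 6.35 ± 0.92 in Myd88KO tracheas, a difference of 9.84 (SE 0.59, adjusted p = 2.56e-09), and the difference between injured groups was 9.27 (adjusted p = 6.27e-09). Processing is argued against as a cause, since the difference was 8.42 to 10.07 over 12 alternatives (adjusted p = 1.45e-10 to 3.65e-06). A difference between the mouse lines unrelated to Myd88 may explain it. Of the 100 probes that differed between uninjured groups, 69 were also called in the same direction between injured groups, against 0.380 expected by chance. No test here separates such a difference from an effect of Myd88.

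Of the lists of marker genes, 3 differed between the genotypes in their response to injury by camera. Ciliated cell genes fell less in Myd88KO (median difference between responses 1.29, higher for 12 of 12 probes, adjusted p = 0.000155), and NF-kB targets (−0.54, lower for 11 of 13 probes, adjusted p = 0.0230) and myeloid genes (−0.91, lower for 14 of 14 probes, adjusted p = 0.0230) responded with lower values. Under fry, which keeps the correlation between genes, the adjusted p was 0.430, 0.305 and 0.415. Injured Myd88KO replicates 1 and 5, whose injury scores were 0.341 and −0.0270, may account for part of this. Without replicate 1 the median was 0.76 for ciliated genes (adjusted p = 0.0106), −0.45 for NF-kB targets (adjusted p = 0.0580) and −0.68 for myeloid genes (adjusted p = 0.0812). Without replicate 5 it was 0.92 for ciliated genes (adjusted p = 0.00227), −0.54 for NF-kB targets (adjusted p = 0.0856) and −0.54 for myeloid genes (adjusted p = 0.196). NF-kB targets lost the result when any of 4 arrays was left out and myeloid genes when any of 7 was, and both lost it with array weights (−0.33, adjusted p = 0.125, range over 12 alternatives 0.00256 to 0.125, and −0.28, adjusted p = 0.737, range 0.00252 to 0.737). The ciliated result passed with every array left out and under each of these alternatives (adjusted p = 0.000123 to 0.0226). For proliferation genes, the median difference between responses was −0.09 (adjusted p = 0.888), and 0.49 (adjusted p = 0.0289) without replicate 5. A genotype effect on the injury response remains open for ciliated genes.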

How the results depend on the processing

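The alternatives were fixed before the data were examined, apart from keeping the outlier spots, which is the only one of the tests in this part that was chosen after the results were seen. No called probe changed sign under any alternative or with any array left out, and no list that passed changed the direction of its test. The median of the cardiac muscle list between injured groups, 0.25, was −0.073 with array weights and −0.026 without a filter on dim probes (adjusted p = 0.180 and 0.0494, range over 12 alternatives 0.0280 to 0.180), and the cause was not tested. Among values that were not called, 53 values of 18 results changed sign. The figures for the main setting are 100 probes between uninjured groups, 1372 for injury in wild-type, 98 for injury in Myd88KO, 99 between injured groups, 0 for the difference between injury responses, and 94 unique to uninjured Myd88KO tracheas.

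Scaling to the 50th percentile gave 56 probes for injury in Myd88KO (26 higher and 30 lower, against 35 and 63), and for injury in wild-type 1002 higher and 407 lower, against 844 and 528. Without a filter on dim probes, injury in Myd88KO gave 60 probes, with 41174 probes tested in place of 26063, and the median change of all probes with injury in wild-type was −0.10. Fitting only the arrays compared gave 0 probes for injury in Myd88KO (limma, 4343 at an unadjusted p under 0.05) and 38 between injured groups, whereas it gave 1579 for injury in wild-type and 100 between uninjured groups. With the scanning day as a block, 2106 probes passed for injury in wild-type, 361 for injury in Myd88KO and 2 for the difference between responses. With array weights, 179 probes passed between uninjured groups, 2628 for injury in wild-type, 2083 for injury in Myd88KO and 3 for the difference between responses. The cause was not tested for any of these changes.

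The methods' one-way test with adjustment gave 46 probes between uninjured groups, 0 for injury in Myd88KO (4111 at an unadjusted p under 0.05), 21 between injured groups and 44 unique to uninjured Myd88KO tracheas. Without adjustment it gave 743 probes between uninjured groups, 3800 for injury in wild-type, 1275 for injury in Myd88KO, 602 between injured groups and 436 unique to uninjured Myd88KO tracheas. An adjusted p under 0.05 with limma gave 3317 probes for injury in wild-type, 841 for injury in Myd88KO and 176 between injured groups. These thresholds are looser or stricter by construction.

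The replicate numbers pair the arrays through the slides. With the replicate block, 1 probe passed for the difference between injury responses, where 0 passed without it (limma, 2703 at an unadjusted p under 0.05), and the counts were 101, 1548, 143 and 112 for the other 4 comparisons in the order above. Among named probes, the block took the adjusted p to 0.01 or more for Edar, Soat1 and Ocm between uninjured groups, for Chil3 and Plk4 after injury in Myd88KO, and for Lcn2 and Myd88 between injured groups, and to less than 0.01 for Oog1 between uninjured and Nptx2 between injured groups. Of the marker lists, myeloid genes between uninjured groups and ciliated, gland and thyroid genes after injury in Myd88KO no longer passed. Skeletal muscle genes after injury passed with the block in wild-type (adjusted p = 0.0284, against 0.0671 without it, range over 12 alternatives 0.0128 to 0.0698) and in Myd88KO tracheas (0.0284, against 0.0629, range 0.0128 to 0.223), as did the difference between responses of adipocyte genes (0.0374, against 0.0629, range 0.0138 to 0.108). It changed no other call of a named probe or list and moved no other count by more than 1.5 times.

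With each array of the compared groups left out in turn, the counts were 73 to 84 between uninjured groups, 665 to 1218 for injury in wild-type, 77 to 120 between injured groups, 0 to 3 for the difference between responses and 70 to 79 for probes unique to uninjured Myd88KO tracheas. For injury in wild-type the lowest count was without uninjured replicate 2. For injury in Myd88KO they were 6 to 1075: 6 without injured replicate 2, and 1075 without injured replicate 5, which also gave 3 probes for the difference between responses. The odds ratio for genes near Myd88 was 4.49 to 5.17, and 25 to 35 marker list results passed. Of the 29 list results that passed, 16 did so with every array left out and 13 did not without at least 1 of the arrays. Of the 41 that did not pass, 12 passed under at least 1 alternative and 19 with at least 1 array left out.

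Among called genes near Myd88 on its chromosome, the odds ratio of 3.75 (Fisher's exact test, 2-sided, p = 0.0136) fell to 2.09 with array weights (p = 0.10), 1.34 with the methods' one-way test without adjustment (p = 0.268) and 2.48 at an adjusted p under 0.05 (p = 0.0584), settings that call more genes elsewhere. By the same exact test it was 8.11 (p = 0.000561) in a window of 10 Mb, 2.81 (p = 0.0390) in 40 Mb and 3.76 (p = 0.0134) with Myd88 left out. These p values treat neighbouring genes as independent and so overstate the evidence. Of the 29 marker list results that passed with camera, fry kept 9 results past its threshold and camera with an estimated correlation 0, which says how far they rest on the preset correlation.

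The other alternatives kept every total within 1.5 times. By direction, normexp gave 58 higher and 65 lower probes for injury in Myd88KO, against 35 and 63, and the Xist covariate 46 higher and 101 lower between injured groups, against 39 and 60. Quantile normalization gave 98 probes between uninjured groups, normexp 76, the deposited values 100, the Xist covariate 99 and a minimum 2-fold change 88, and 72 of the 100 probes were still called with normexp, 96 with quantile normalization and 88 with the replicate block. For the named probes, 140 values in 60 genes lost their call under some alternative, 15 values in 8 genes gained one and 1980 stayed on the same side. With arrays left out, 188 values in 35 genes lost a call, 5 in 4 genes gained one and 1717 did not change. Values near 0 that were called in neither setting were counted among those that did not change. The unique set was 67 when only probes also called alike between injured groups were kept, and 94 when probes with a different injury response were excluded. Keeping the outlier spots, which was chosen after the data had been seen, gave 100, 1349, 98 and 99 probes for the first 4 comparisons, and Scgb1a1 fell by 5.08 in injured Myd88KO tracheas (adjusted p = 0.0125, against 2.64e-06 to 0.0620 over the 12 other alternatives).

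Signal over background limits the low probes. Ntn4 and Hal were below it on most uninjured wild-type arrays, and the size of their differences depended on the background correction: with normexp they were 0.62 and 4.06, against 1.87 and 6.19. The simulated data show that a difference between responses of 1 log2 unit was recovered for 1.5% of probes, so most effects of genotype on the response of this size were not detectable with 5 arrays in each group.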

Differences from the paper's values

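The paper reports 2908 transcripts for injury in wild-type tracheas, and 1372 probes were called here. Of the alternatives set before the data were examined, the scanning day as a block (2106), array weights (2628), the methods' one-way test without adjustment (3800) and an adjusted p under 0.05 (3317) fall within 1.5 times the paper's number. The 50th percentile, quantile normalization, normexp, the deposited values, the 3 other filters, fitting only the arrays compared, the replicate block, the Xist covariate, the adjusted one-way test and leaving out each array do not, nor does keeping the outlier spots, which was chosen after seeing the values.

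For injury in Myd88KO tracheas the paper reports 168 transcripts, and 98 probes were called here. Normexp background correction (123) and the replicate block (143) come within 1.5 times the paper's number. All the other alternatives set before the data were examined do not, with counts from 0 to 2083.

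The paper counts 19 down-regulated genes among the transcripts unique to uninjured Myd88KO tracheas, and 47 were counted here. The units may differ, since names given on the array were counted as genes here and the paper does not state its rule. Only the methods' one-way test with adjustment (25) comes within 1.5 times the paper's number, and the other alternatives set before the data were examined do not.

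Under the main setting, the remaining counts are within 1.5 times of each other. The paper screened 41267 transcripts, and the arrays hold 41174 probes. The paper reports 139 transcripts between the uninjured groups, and 100 probes were called here. The scanning day block gave 123 and an adjusted p under 0.05 gave 148. Outside 1.5 times were normexp (76), a minimum 2-fold change (88), the methods' one-way test with (46) and without adjustment (743), and each uninjured array left out (73 to 84). The paper reports 103 unique transcripts, and 94 were found here. The filter on positive and significant signal gave 100 and the scanning day block 109. Outside were the one-way test (44 and 436) and keeping only probes also called alike between injured groups (67). The paper counts 53 up-regulated genes, and 41 were counted here, with 50 at an adjusted p under 0.05. Names given on the array were again counted as genes, so these units may differ too. Outside were normexp (29), the one-way test (17 and 274) and each uninjured array left out (28 to 34).

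The paper lists Oog1 and Sult1b1 in Table 1 as passing its threshold, whereas their adjusted p here was 0.0442 and 0.0549. Fitting only the arrays compared and array weights gave Oog1 an adjusted p of 0.00368 and 0.00277 and Sult1b1 0.000456 and 0.00359, the replicate block and the scanning day block gave Oog1 0.00153 and 0.00457, and the unadjusted p of the methods' one-way test was 0.000189 and 2.14e-05. Over 12 alternatives the adjusted p was 0.00153 to 0.121 for Oog1 and 0.000456 to 0.126 for Sult1b1. Of the 74 probes of Supplementary Table 1, 43 were called here and 31 were not. Without adjustment the methods' one-way test called 66, array weights 50, an adjusted p under 0.05 gave 48, fitting only the arrays compared 45 and the scanning day block 44. Of the 31, 23 were called under at least 1 alternative and 8 under none.

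The paper's lists contain transcripts without an injury response. Of the 74 probes, Edar was called for injury in Myd88KO (fell by 0.83, adjusted p = 0.00711). It was not called for injury when only the arrays compared were fitted or with the methods' one-way test with adjustment. For Trim12, Table 1 pairs a transcript with a fold change that Supplementary Table 1 gives for another transcript of the same name. Both probes were analysed here (differences of −2.49 for the first, and at least 93.9-fold lower for the second).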

Other observations

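Of the tests in this part, the regroupings of the arrays were set beforehand, as were the window around Myd88 and the marker lists. The reading of the genes near Myd88, the test of genes lying close together, the comparison of second probes, the reading of the brown adipocyte list and the comparison with injured arrays were chosen after the results were seen.

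For 3 comparisons and for the probes unique to uninjured Myd88KO tracheas, 100 regroupings of the arrays were drawn out of 126 splits. The real split was the only 1 of 100 to reach 100 probes between uninjured groups (next largest 0) and 94 unique probes. It alone reached 1372 for injury in wild-type (next largest 0) and 98 for injury in Myd88KO (next largest 6). Chance is therefore argued against for these, within what 100 splits can show. For injury in Myd88KO this is less firm, since the count itself was 6 without injured replicate 2. Of the 16 splits that part every slide, the real one alone reached the count in these 3 comparisons, although 16 splits are too few to exclude chance by themselves. For the difference between injury responses, where limma called 0 probes (2703 at an unadjusted p under 0.05), all 100 regroupings necessarily gave as many, so their number says nothing about chance, and 1 of them gave any (13 probes).

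The genes that differed between uninjured Myd88KO and wild-type tracheas lie close together on the chromosomes. Of 88 genes with a position, 50 (56.8%) had another such gene within 2 Mb, against 20.7% for random draws of tested genes (permutation test over genes, p = 1e-04, the smallest that 10000 draws can give). The 88 genes of lowest p for injury in wild-type had 21.6% (p = 0.46 by the same permutation test). Some neighbours had only a name given on the array, such as TC1485374 beside Trim12a. They may be further probes of the same gene, and the share without them was not computed. The genes that follow were named after their values were seen. The groups include Zcchc3, Mapre1, Eif2s2, Rprd1b and Lbp among 8 genes on chromosome 2 from 152153987 to 158069296; Hal, Ntn4, Vezt and Fgd6 on chromosome 10 from 93075295 to 93700792; Mogat2, Pold3, Rab6a and Nup98 on chromosome 7 from 95250993 to 98193376, and Trim12a, Trim34a and Trim30d from 100356374 to 100526731; Actb, Ocm and Nptx2 on chromosome 5 from 141936471 to 144218445; and Limd1, Fyco1 and 0610042G04Rik on chromosome 9 from 123236648 to 123641948. Chromosome segments that differ between the mouse lines, for example DNA of the donor strain that remained after the 6 generations of back-crossing the paper states, may explain this. Neighbouring genes that share regulation would also lie together, although the injury genes, which could share it as well, did not.

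The targeted gene is on chromosome 9, and genes called between uninjured groups were over-represented within 20 Mb of it (5 of 280 genes, against 88 of 17465 tested in all; Fisher's exact test, 2-sided, p = 0.0136). The 5 are Fbxw27 (difference 2.87), Itga9 (3.26), Limd1 (−0.97), Fyco1 (−2.37) and 0610042G04Rik (−2.49), and each differed in the same direction between injured groups. The last 3 form a single run. The exact test treats genes as independent, so its p overstates the evidence. Called genes on chromosome 9 had been seen before the reading of this test was written. Donor strain DNA linked to the targeted allele may explain them, but the association was lost under 3 alternatives (odds ratio 1.34 to 2.48). The strain itself was not genotyped here. Of the strain markers fixed beforehand, Nnt was higher in uninjured Myd88KO tracheas on 3 of its probes (1.66, 1.60 and 1.82, adjusted p = 1.61e-05, 0.00410 and 7.22e-05), whereas Mmrn1 (−0.32) did not differ.

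Probes of 1 gene disagreed more often between the genotypes than after injury. Of 46 genes called between uninjured groups that had a second tested probe, that probe moved the same way at an unadjusted p under 0.05 in 17 (37.0%), against 11 of 13 (84.6%) of the genes of lowest p for injury in wild-type (Fisher's exact test, 2-sided, p = 0.00374) and 339 of 450 (75.3%) of all called injury genes (p = 3.28e-07), a comparison added after the first had been seen. In 2 genes, probes were called in opposite directions. A strain variant under a probe, which changes its binding without a change in expression, may explain part of these differences. Alternative transcripts would give the same pattern, and no sequence of the lines was analysed here.

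The differences between uninjured groups were largely present after injury. Of the 100 probes, 69 were called in the same direction between injured groups, which share no arrays with the uninjured groups but enter the same estimate of the spread, and 99 had the same sign; 30 probes were called between injured groups alone. A difference between the lines that injury does not change may explain these 69. Differences that depend on Myd88 without depending on injury would look the same, and these could not be separated, since Myd88 genotype and line coincide in this design.

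The transcripts of the proteins stained in the paper were measured in the same whole tracheas at 3 days, where the paper's counts are of cells in sections at several times. Scgb1a1 differed by 0.66 (SE 0.69, adjusted p = 1.00) between uninjured groups and by 2.33 (SE 0.73, adjusted p = 0.180) between injured groups. The latter was 1.30 without Myd88KO replicate 1 and 3.18 without Myd88KO replicate 2. An outlier spot of an injured Myd88KO array was left out of it. With outlier spots kept, Scgb1a1 fell less in injured Myd88KO tracheas, so 2.33 is smaller than the difference on all arrays. Krt14 was at 3.47 ± 1.05 in uninjured wild-type, 3.54 ± 0.25 in uninjured Myd88KO, 4.62 ± 0.56 in injured wild-type and 4.27 ± 1.46 in injured Myd88KO tracheas (log2, SD, n = 5), and no difference was called (smallest adjusted p = 0.196). Muc5b differed by 0.42 (adjusted p = 1.00) between uninjured groups, and Muc5ac was not analysed here. Krt5, Foxj1 and the brightest probe of Acta2 were called in no comparison. The brightest Top2a probe rose by 1.92 after injury in wild-type (adjusted p = 0.0228) and by 2.12 in Myd88KO tracheas (adjusted p = 0.0350). A dimmer Top2a probe rose by 2.52 in wild-type (adjusted p = 0.00242) and was at least 2.77-fold higher in injured Myd88KO tracheas (adjusted p = 0.0186). Mki67 rose by 1.53 (adjusted p = 0.129) and 2.10 (adjusted p = 0.0779).

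The 14 lists of marker genes were tested with camera in 5 contrasts, and 29 of 70 results passed, of which 9 also passed with fry and 0 with an estimated correlation. All lists had at least 5 genes above the filter in these tracheas. After injury, proliferation genes rose (median 2.33 in wild-type, 14 of 14 probes, adjusted p = 1.89e-10; 2.12 in Myd88KO, 14 of 14, adjusted p = 4.05e-16), as did myeloid genes (2.47, 12 of 14, adjusted p = 9.33e-07; 1.31, 12 of 14, adjusted p = 8.48e-05). Ciliated genes fell (−2.03, 0 of 12 probes higher, adjusted p = 1.53e-06; −0.89, 0 of 12, adjusted p = 0.0275), as did secretory genes (−0.42, 1 of 8, adjusted p = 0.000483; −0.39, 0 of 8, adjusted p = 0.000105) and cardiac muscle genes (−0.54 and −0.44, 1 of 10 higher in each, adjusted p = 0.0144 in both). Adipocyte (−0.76, adjusted p = 0.000798), thyroid (−1.15, adjusted p = 0.0275) and gland genes (−0.68, adjusted p = 0.0349) fell in Myd88KO tracheas and did not pass in wild-type, but the difference between the responses did not pass either (adjusted p = 0.0629, 0.114 and 0.532). That of adipocyte genes passed under 5 of 12 alternatives, among them the slide as a block (range of adjusted p 0.0138 to 0.108). That of thyroid genes passed under 1 of 12 (0.0230 to 0.276), and that of gland genes under 0 (0.421 to 0.857). With 1 array left out, the difference between responses passed for adipocyte genes without any of 5 arrays and for thyroid genes without any of 3. For gland genes it passed without 1 array, injured wild-type replicate 5 (−0.59, against −0.23, adjusted p = 0.0241). The fall in Myd88KO tracheas itself passed under 12 of 12 alternatives for adipocyte genes and under 9 each for ciliated and thyroid genes. For gland genes it passed under 6 (highest adjusted p = 0.141, with array weights). With arrays left out singly, this fall no longer passed for ciliated genes without 3 of them (−0.34, adjusted p = 0.315, without injured replicate 4). It was lost for gland genes without 4 (−0.60, adjusted p = 0.139, without injured replicate 1). For thyroid genes it was lost without 5 (−1.02, adjusted p = 0.142, without injured replicate 5). The 9 results kept by fry were those of proliferation, secretory and cardiac muscle genes in both genotypes, of myeloid (adjusted p = 0.00817) and ciliated genes (adjusted p = 0.0314) in wild-type, and of NF-kB targets between injured groups (adjusted p = 0.0241).

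Between uninjured groups, adipocyte genes (median 0.61, 12 of 14 probes, adjusted p = 9.42e-05) and brown adipocyte genes were higher in Myd88KO tracheas, and proliferation (−0.53, 0 of 14 higher, adjusted p = 0.000312), cartilage (−0.26, 2 of 9 higher, adjusted p = 0.0144), NF-kB (−0.11, 4 of 13 higher, adjusted p = 0.0230) and myeloid genes (−0.21, 5 of 14 higher, adjusted p = 0.0405) lower. Between injured groups, NF-kB targets (−0.50, 0 of 13 higher, adjusted p = 1.80e-06), myeloid (−1.22, 0 of 14, adjusted p = 3.22e-06) and proliferation genes (−0.68, 0 of 14, adjusted p = 0.0117) were lower, and ciliated (1.02, 12 of 12, adjusted p = 0.000148), brown adipocyte (0.95, 4 of 5, adjusted p = 0.0188), secretory (0.24, 6 of 8, adjusted p = 0.0188) and cardiac muscle genes (0.25, 5 of 10, adjusted p = 0.0373) were higher. Several of these results were lost when a single array was left out. Between uninjured groups, the proliferation result was lost without wild-type replicate 3 (−0.15, adjusted p = 0.127), and that of cartilage genes without either of 2 arrays. NF-kB targets lost theirs without any of 4 (highest adjusted p = 0.0718) and myeloid genes without any of 6 (highest adjusted p = 0.113). With single arrays left out, the median was −0.19 to −0.016 for NF-kB targets and −0.25 to −0.13 for myeloid genes. Between injured groups, 3 results were lost without injured Myd88KO replicate 5. These were proliferation (−0.19, adjusted p = 0.679), secretory (0.11, adjusted p = 0.0746) and cardiac muscle genes (0.038, adjusted p = 0.203, and up to 0.48 with other arrays left out). Leaving out an injured wild-type array also removed them: replicate 3 for proliferation, replicate 5 for secretory, and replicate 1 or 3 for cardiac muscle genes. The result for brown adipocyte genes was lost without any of 3 arrays (highest adjusted p = 0.0604) and with the Xist covariate (adjusted p = 0.0750). The myeloid median between injured groups was −0.73 without replicate 5 (adjusted p = 0.000278). The ciliated median there was 0.42 without injured Myd88KO replicate 1 (adjusted p = 0.0279), 1.61 without replicate 4 and 0.27 with array weights (adjusted p = 0.164, range over 12 alternatives 2.88e-05 to 0.164). Basal, skeletal muscle and smooth muscle genes passed in no contrast under the main setting, although skeletal muscle genes passed after injury in both genotypes with the slide as a block, smooth muscle genes between uninjured groups under 5 of 12 alternatives (0.00872 to 0.169) and basal genes between injured groups under 1 (0.0407 to 0.364). The closest under the main setting were smooth muscle between uninjured groups (0.16, adjusted p = 0.0541), skeletal muscle for injury in Myd88KO (−0.48, adjusted p = 0.0629) and basal genes between injured groups (0.14, adjusted p = 0.311). The median and the direction of the test differed in sign for the difference between injury responses of secretory, cardiac muscle, cartilage, skeletal muscle, brown adipocyte and proliferation genes, none of which passed, and NF-kB targets had a median of −0.23 and a mean of 0.08 for injury in Myd88KO tracheas.

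Over the 151 probes of these lists together, 1, 27, 2, 3 and 0 probes were called between uninjured groups, for injury in wild-type, for injury in Myd88KO, between injured groups and for the difference between responses (with limma 9 of the latter had an unadjusted p under 0.05). With the adjusted p taken over the list alone, where the list is all 151 probes, these were 2, 33, 13, 6 and 0. Adjusted over the list alone for single lists, proliferation genes gave 12 of 14 probes for injury in wild-type and 14 of 14 in Myd88KO tracheas (10 and 0 over all tested probes), myeloid genes 9 in wild-type (6 over all), ciliated genes 6 and 1 (4 and 0 over all), secretory genes 3 and 3 (3 and 2 over all), NF-kB targets 3 and 2 (3 and 0 over all) and cardiac muscle genes 1 and 1 (1 and 0 over all). Between uninjured groups they were 3 for brown adipocyte (0 over all), 2 for cardiac muscle (1 over all) and 1 for gland genes (0 over all), and between injured groups 2 for NF-kB targets (1 over all), 2 for cardiac muscle (1 over all), 1 for brown adipocyte (0 over all) and 1 for gland genes (1 over all). Adipocyte, basal, cartilage, skeletal muscle, smooth muscle and thyroid genes gave 0 in every contrast either way with limma, with at most 7 probes at an unadjusted p under 0.05.

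Ucp1 was higher in uninjured Myd88KO tracheas by 2.42, although its adjusted p of 0.199 was not significant. The median change of the 5 brown adipocyte probes was 1.54 (4 of 5 higher, adjusted p = 0.00521 with camera and 0.141 with fry). Elovl3 differed by 2.61, Cidea by 1.54, Cox8b by 0.41 and Dio2 by −0.62. Brown fat taken along with the trachea may explain this, but the set tests disagree and 5 genes are too few to decide, so this and a difference in the tissue itself remain open.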
